# Epigenetic variation between urban and rural populations of Darwin’s finches

**DOI:** 10.1186/s12862-017-1025-9

**Published:** 2017-08-24

**Authors:** Sabrina M. McNew, Daniel Beck, Ingrid Sadler-Riggleman, Sarah A. Knutie, Jennifer A. H. Koop, Dale H. Clayton, Michael K. Skinner

**Keywords:** Epigenetics, *Geospiza*, Copy number variation, Galápagos Islands, DNA methylation

## Abstract

**Background:**

The molecular basis of evolutionary change is assumed to be genetic variation. However, growing evidence suggests that epigenetic mechanisms, such as DNA methylation, may also be involved in rapid adaptation to new environments. An important first step in evaluating this hypothesis is to test for the presence of epigenetic variation between natural populations living under different environmental conditions.

**Results:**

In the current study we explored variation between populations of Darwin’s finches, which comprise one of the best-studied examples of adaptive radiation. We tested for morphological, genetic, and epigenetic differences between adjacent “urban” and “rural” populations of each of two species of ground finches, *Geospiza fortis* and *G. fuliginosa,* on Santa Cruz Island in the Galápagos. Using data collected from more than 1000 birds, we found significant morphological differences between populations of *G. fortis*, but not *G. fuliginosa*. We did not find large size copy number variation (CNV) genetic differences between populations of either species. However, other genetic variants were not investigated. In contrast, we did find dramatic epigenetic differences between the urban and rural populations of both species, based on DNA methylation analysis. We explored genomic features and gene associations of the differentially DNA methylated regions (DMR), as well as their possible functional significance.

**Conclusions:**

In summary, our study documents local population epigenetic variation within each of two species of Darwin’s finches.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12862-017-1025-9) contains supplementary material, which is available to authorized users.

## Background

Studies of the molecular basis of evolutionary change have focused almost exclusively on genetic mechanisms. However, recent work suggests that heritable modifications to gene expression and function, independent of changes to DNA sequence, may also be involved in the evolution of phenotypes [1–3]. One of the most common of these epigenetic mechanisms is DNA methylation, i.e. the chemical attachment of methyl groups (CH_3_) to nucleotides (usually a cytosine followed by a guanine- “CpG”) [4]. Methylation can be induced by the environment and affect gene expression and phenotypic traits without changing the DNA sequence itself [5–8]. Importantly, some patterns of methylation are heritable, meaning they have the potential to evolve [9–14]. Indeed, because DNA methylation modifications (epimutations) are more common than genetic mutations [15], they may play a role in the rapid adaptation of individuals to new or variable environments [16].

Environmentally-induced epimutations may be a component of the adaptive radiation of closely related species to new environments [17]. For example, Skinner et al. [18] showed that epigenetic variation is significantly correlated with phylogenetic distance among five closely related species of Darwin’s finches in the Galápagos Islands. Although the adaptive significance of this epigenetic variation is unknown, some of the variants are associated with genes related to beak morphology, cell signaling, and melanogensis. The results of this study suggest that epigenetic changes accumulate over macroevolutionary time and further suggest that epigenetic changes may contribute to the evolution of adaptive phenotypes.

Epigenetic variation also occurs among populations within single species [15, 19–24]. Some population epigenetic studies report correlations between methylation patterns and environmental factors, suggesting that differences in methylation are involved in local adaptation to different environments [21, 22, 24]. For example, in a study of populations of two salt marsh specialist plants living along a salinity gradient, Foust et al. [24] found that ground salinity is more closely correlated with epigenetic variation than genetic variation.

The purpose of our study was to investigate epigenetic variation between populations of each of two species of Darwin’s finches: the medium ground finch *(Geospiza fortis)* and the small ground finch *(G. fuliginosa)* (Fig. 1). Darwin’s finches are a closely related group of about 16 species endemic to the Galápagos Islands [25–28]. Long-term studies show rapid phenotypic changes in populations of finches in response to environmental pressures, including competition [26]. The molecular basis of these phenotypic changes is poorly known. Although recent genomic studies have identified alleles in several putative genes associated with beak size and shape [28–30], most genetic markers show little differentiation among populations or species [28, 30–34].

**Fig. 1:**
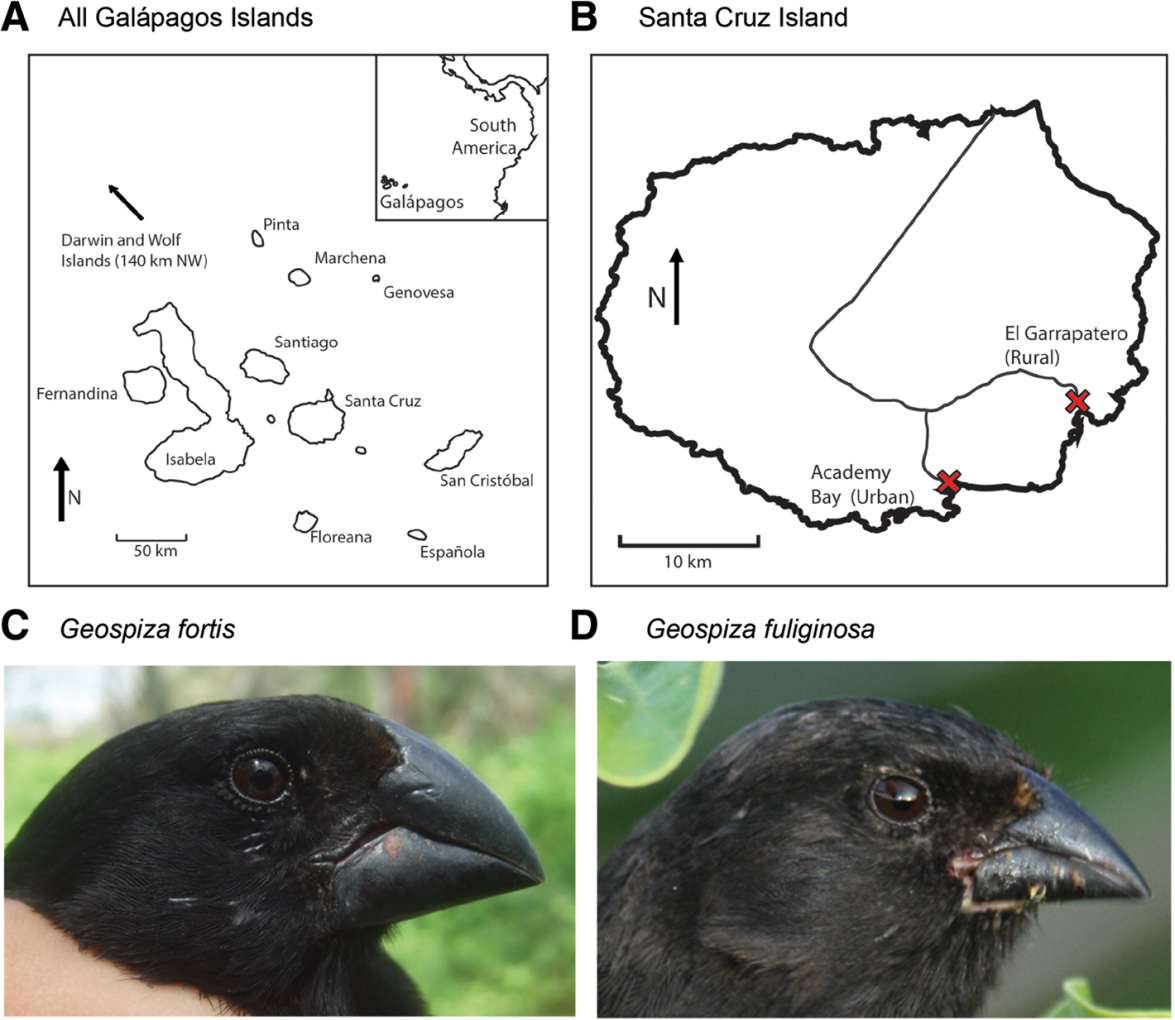
Study sites and species. **a** The Galápagos Archipelago. **b** Santa Cruz Island; Roads are indicated by *narrow grey lines* and study sites by *red* Xs. **c** *Geospiza fortis*; photo by J.A.H.K. **d** *Geospiza fuliginosa*; photo by S.A.K. Maps in (**a**) and (**b**) are modified from © 2016 Google

Epigenetic variation may contribute to the phenotypic diversity of Darwin’s finch populations that cannot be detected through genomic studies. As an initial test of this hypothesis, we compared components of the morphology, genetics, and epigentics in populations of finches living at El Garrapatero, a relatively undisturbed locality, to populations living near Puerto Ayora (Academy Bay), the largest town in the Galápagos Islands (Fig. 1). Hereafter, we refer to these as the “rural” and “urban” sites, respectively. The two sites, which are only 10 km apart, are both arid, lowland scrub habitat along the south and south-eastern coast of the island. Vegetative cover, based on remote sensing spectroradiometric indicies, is slightly higher at the urban site; however, cover is highly correlated between the two sites year-round (Additional file 1: Figure S1). Despite the overall ecological similarity of the sites, anthropogenic disturbance at the urban site has increased dramatically over the past fifty years [35]. Observational studies suggest urbanization has effects on finch behavior and diet: birds in the urban population incorporate novel, human foods into their diets, whereas finches in the rural popuation do not [36]. To further explore potential impacts of urbanization of Puerto Ayora on ground finches, we tested for morphological, genetic, and epigenetic differences between urban and rural populations in each of two species of finches.

## Methods

### Study sites and species

We studied each of two populations of *G. fortis* and *G. fuliginosa* living in urban and rural environments (urban: Academy Bay; 0° 44′ 21.3″ S, 90° 18 ‘06.3″ W; rural: El Garrapatero; 0° 41′ 15.7″ S, 90° 13′ 18.3″ W). The two localities, which are separated by about 10 km, are both in the arid coastal zone of Santa Cruz Island (Fig. 1). *Geospiza fortis* and *G. fuliginosa* are among the most abundant species of finches at these study sites. There appears to be little movement of finches between populations. Over the course of a decade-long banding study (2002–2012), during which more than 3700 finches were captured- and more than 300 individuals recaptured- only one bird (a female *G. fortis*) was shown to have moved between the two sites (J. Raeymaekers pers. comm.).

### Field work and sample collection

Finches were captured at the two study sites January–April 2008–2016. The birds were mist-netted and banded with individually numbered Monel bands in order to track individuals. They were aged and sexed using size and plumage characteristics [37]. Morphological measurements were taken from each individual including beak depth, beak width, beak length, tarsus length, wing chord, and body mass, following Grant and Grant (2014) [26], with the exception that wing chord was measured unflattened. Principle components were calculated from untransformed data for the three body measurements (mass, wing chord, and tarsus) and for the three beak measurements (length, width, and depth) to provide aggregate measures of body size and beak size and shape [38]. We evaluated morphological differences between urban and rural sites using linear mixed effects models (LMM), with site as a fixed effect, and year as a random effect to control for variation among years and investigators. Separate models were run for each morphological measurement, as well as body size (PC1 body) and beak size and shape (PC1 beak and PC2 beak). *P-*values were adjusted with a Bonferroni correction for multiple tests. Morphological analyses were run in the program RStudio using R version 3.2.1 with the packages pwr, plotrix, lme4, and lmerTest [39–42].

Blood and sperm samples for epigenetic and genetic analyses were collected from a subset of birds captured January–April 2009–2013 at the two study sites. Blood samples (<90 μl) were taken from finches via brachial venipuncture. The samples were stored on wet ice in the field and, within six hours of collection, erythrocytes were purified by centrifugation. Sperm samples (~5 μl) were taken from a subset of males. The sperm samples were obtained by gentle squeezing of the cloacal protuberance of reproductively active males. Blood erythrocytes and sperm samples were stored in a − 20 °C freezer in the Galápagos. Following each field season, they were transferred to a − 80 °C freezer in the USA for long-term storage. All field procedures were approved by the University of Utah Institutional Animal Care and Use Committee (protocols #07–08004, #10–07003 and #13–06010) and by the Galápagos National Park.

### Genomic DNA preparation

Genomic DNA from finch red blood cells (erythrocytes) was prepared using the Qiagen DNAeasy Blood and Tissue Kit (Qiagen, Valencia CA). The manufacturer’s instructions for nucleated blood samples were followed, but in the final DNA elution step H_2_O was used instead of the buffer provided in the kit. Genomic DNA from finch sperm was prepared as follows: collected sperm suspension was adjusted to 100 μl with 1 x Phosphate Buffered Saline (PBS) then 820 μl DNA extraction buffer (50 mM Tris pH 8, 10 mM EDTA pH 8, 0.5% SDS) and 80 μl 0.1 M dithiothreitol (DTT) were added and the sample was incubated at 65 °C for 15 min. Next, 80 μl Proteinase K (20 mg/ml) were added and the sample was incubated on a rotator at 55 °C for 2 h. After incubation, 300 μl of protein precipitation solution (Promega, A795A) were added, then the sample was mixed and incubated on ice for 15 min, then spun at 4 °C at 13,000 rpm for 20 min. The supernatant was transferred to a fresh tube, then precipitated over night with the same volume of 100% isopropanol and 2 μl glycoblue at −20 °C. The sample was then centrifuged and the pellet washed with 75% ethanol, then air-dried and re-suspended in 100 μl H_2_O. DNA concentration was measured using a Nanodrop Spectrophotometer (Thermo Fisher).

### CNV-Seq protocol

To test for genetic differences between the urban and rural populations we sequenced DNA extracted from red blood cells (erythrocytes) and compared genetic copy number variation (CNV) [18]. CNV, defined as the changes in the number of repeat element copies of more than >1 kb of DNA, is increasingly recognized as one of the most common and functionally important markers of genetic variation [43]. The basic copy number variation (CNV) was determined through genomic sequencing of the same samples used for epigenetic analysis. Read numbers at specific loci were compared genome wide to identify CNV [18]. Erythrocyte DNA pools were generated by combining equal amounts of extracted DNA from five individuals. Each pool contained a total of 2 μg of genomic DNA. Three pools of five individuals each were created per species, per site. Pooling samples for genomic analysis provides an accurate and cost-effective way of comparing populations [44]. Pooling decreases power, compared to sequencing individual samples. Although minor differences in copy number between populations may be missed [45], large differences between groups should be detected.

The pools were diluted to 130 μl with 1 x TE buffer and sonicated in a Covaris M220 with the manufacturer’s preset program to create fragments with a peak at 300 bp. Aliquots of the pools were run on a 1.5% agarose gel to confirm fragmentation. The NEBNext DNA Library Kit for Illumina was used to create libraries for each pool, with each pool receiving a separate index primer. The libraries were sent to the University of Nevada, Reno Genomics Core for NGS on the Illumina HiSeq 2500 using a paired end PE50 application. All 6 pooled sequencing libraries for each species were run in one sequencing lane to generate approximately 30 million reads per pool. The read depth across the genome was then assessed to identify CNV and statistically assessed with a Bayesian analysis. The genome-wide paired end read depth was approximately 2× with the CNV read depth being a total of 300 to 6000 reads per CNV detected.

### Methylated DNA Immunoprecipitation (MeDIP)

Following Skinner et al. [18], we used erythrocytes as a purified somatic cell type to compare differentially methylated regions (DMRs) between populations of each of the two species. For a subset of birds, we also compared DMR of germ line cells (sperm). DMRs between urban and rural populations were identified by the methylated DNA immunoprecipitation (MeDIP) of genomic DNA. MeDIP is an enrichment-based technique that uses an antibody to preferentially precipitate methylated regions of the genome that are then sequenced [46]. DMRs are identified by comparing coverage between groups of interest. MeDIP is a cost-effective way to evaluate genomic CpG methylation, and provides highly concordant results to other sequencing-based DNA methylation methods, such as bisulfite sequencing [47]. Because MeDIP surveys methylation genome-wide, it can be used to identify genomic characteristics associated with methylation. For instance, studies have found relationships between CpG density, methylation, and effects on gene transcription [6].

For analysis of erythrocytes, genomic DNA was extracted from the same individuals as used in the CNV pools. Each erythrocyte pool included five individuals and contained a total of 6 μg of genomic DNA. Sperm pools included two individuals and contained a total of 1.8 μg of genomic DNA. Three pools were generated per species, per site (for a total of *n* = 6 individuals per species, per site for sperm and *n* = 15 individuals per species per site for erythrocytes to consider biological variation of the pools and analysis). All pools were diluted to 150 μl with 1× Tris-EDTA (TE, 10 mM Tris, 1 mM EDTA) and sonicated with a probe sonicator using 5 × 20 pulses at 20% amplitude. Fragment size (200–800 bp) was verified on 1.5% agarose gel. Sonicated DNA was diluted to 400 μl with 1xTE and heated to 95 °C for 10 min, then shocked in ice water for 10 min. Next, 100 μl of 5 x immunoprecipitation (IP) buffer (50 mM Sodium Phosphate pH 7, 700 mM NaCl, 0.25% Triton X-100) and 5 μg of 5-mC monoclonal antibody (Diagenode, C15200006–500) were added and the sample was incubated on a rotator at 4 °C over night. The next day Protein A/G Agarose Beads from Santa Cruz Biotechnology, Santa Cruz CA, were prewashed with 1xPBS/0.1% BSA and re-suspended in 1 x IP buffer. Eighty μl of the bead slurry were added to each sample and incubated at 4 °C for 2 h on a rotator. The bead-DNA-antibody complex was washed 3 times with 1 x IP buffer by centrifuging at 6000 rpm for 2 min and re-suspending in 1 x IP buffer. After the last wash the bead-complex was re-suspended in 250 μl of digestion buffer (50 mM Tris pH 8, 10 mM EDTA pH 8, 0.5% SDS) with 3.5 μl Proteinase K (20 mg/ml) per sample and incubated on a rotator at 55 °C for 2 h. After incubation, DNA was extracted with the same volume of Phenol-Chloroform-Isoamyalcohol, then with the same volume of chloroform. To the supernatant from chloroform extraction, 2 μl glycoblue, 20 μl 5 M sodium chloride and 500 μl 100% cold ethanol were added. DNA was precipitated at −20 °C over night, then spun for 20 min at 13,000 rpm at 4 °C, washed with 75% ethanol, and air-dried. The dry pellet was re-suspended in 20 μl H_2_O and concentration measured in Qubit using a Qubit ssDNA Assay Kit (Life Technologies, Carlsbad, CA).

### MeDIP-Seq protocol

The next step for DMR identification involved sequencing the MeDIP DNA to identify differential methylation at specific genomic loci by assessing read numbers for the different samples. The MeDIP pools were used to create sequencing libraries for next generation sequencing (NGS) at the University of Nevada, Reno Genomics Core Laboratory using the NEBNext® Ultra™ RNA Library Prep Kit for Illumina®, starting at step 1.4 of the manufacturer’s protocol to generate double stranded DNA. After this step the manufacturer’s protocol was followed. Each pool received a separate index primer. NGS was performed at the same laboratory using the Illumina HiSeq 2500 with a paired end PE50 application, with a read size of approximately 50 bp and approximately 100 million reads per pool. Two separate sequencing libraries, one rural and one urban, were run in each lane. The read depth for identified differential DNA methylated regions (DMRs) ranged from approximately 100 to >1000 total reads per DMR.

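The multiple-window DMR, regions that hold at least 2 windows of 100 bp below the p-value threshold of 0.001, were read for depth by adding the counts of the 6 pools over the whole region. In *G. fortis* erythrocytes a DMR held from 22 to 3302 counts, with a median of 92. In *G. fuliginosa* erythrocytes the range was 24 to 5422 counts and the median 98.5. The DMR of *G. fortis* sperm held from 35 to 11971 counts (median 264.5), and those of *G. fuliginosa* sperm from 40 to 738 (median 151). Of the 702 DMR in all, 287 (40.9%) held fewer than 100 counts over the 6 pools. This share was 53.5% in *G. fortis* erythrocytes, 50.3% in *G. fuliginosa* erythrocytes, 15.5% in *G. fortis* sperm and 27.3% in *G. fuliginosa* sperm. Between 0 and 20 DMR of a set held more than 1000 counts. Per pool, the median DMR rested on 15.3, 16.4, 44.1 and 25.2 counts in the same order. A read that reached into 2 windows was counted in both, which gives 1.50 counts per read, so the number of reads behind each DMR is lower than its count.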

### Bioinformatics

Basic read quality was verified using summaries produced by the FastQC program [48]. The reads for each sample for both CNV and DMR analyses were mapped to the zebra finch (*Taenopygia guttata*) genome using Bowtie2 [49] with default parameter options. The mapped read files were converted to sorted BAM files using SAMtools [50]. The cn.MOPS R package [51] was used to identify potential CNV. The cn.mops default information gain thresholds were used for this analysis. The cn.MOPS analysis detects CNVs by modeling read depth across all samples. The model predicts copy number for a given window based on observed read counts. The model uses a Bayesian framework to determine whether copy number for a give window differs significantly from 2. The length of the CNV is determined by comparing copy number of adjacent windows on the genome and joining those with the same copy number into one segment. A CNV call occurs when copy number for a given genomic segment varies from that of other samples. CNV detection with cn.MOPS is robust to low-coverage sequencing data (0.18–0.46 for 75 bp reads) and performs well when comparing 6 or more samples [51]. The window size used by the cn.MOPS analysis was chosen dynamically for each chromosome based on the read coverage. The chromosomes’ window size ranged from approximately 25 kb to 60 kb. Only CNV that occurred in either all urban or all rural pools were compared. Although some individual pools had higher numbers of CNV, only CNV that occur red among all the pools were included in the analysis. The CNV are identified using the difference between the posterior and prior distributions from the Bayesian analysis to estimate information gain.

To identify DMR, the reference genome was broken into 100 bp windows. The MEDIPS R package [52] was used to calculate differential coverage between the urban and rural localities. The edgeR *p*-value [53] was used to determine the relative difference between the two localities for each genomic window. Windows with an edgeR *p*-value less than 10^−3^ were considered DMR. The DMR edges were extended until no genomic window with an edgeR *p*-value less than 0.1 remained within 1000 bp of the DMR. The DMR that included at least two windows with an edgeR *p*-value <10^−3^ (“multiple-window DMR”) were then selected for further analysis. Because no fully assembled or annotated genome exists for any Darwin’s finch species, we aligned DMR with the zebra finch genome. CpG density and gene associations were then calculated for the DMR, based on alignment with the reference genome. Though we previously found high (>98%) homology between Darwin’s finch and zebra finch genomes using tiling arrays [18], some differences were expected. Thus, associations of DMR with genes are likely to be under-estimates. To validate the epigenetics and gene associations, a similar analysis was also done with the draft *G. fortis* genome [54]. All the DMR sequence and genomic data obtained in the current study have been deposited in the NCBI public GEO database (GEO # GSE87825).

DMR clusters were identified with an in-house R script (www.skinner.wsu.edu under genomic data) using a 2 Mb sliding window with 50 kb intervals. DMR were annotated using the biomaRt R package [55] to access the Ensembl database [56]. The genes that overlapped with DMR were then input into the KEGG pathway search [57, 58] to identify associated pathways. A 10 kb flanking sequence was added to each DMR to consider potential localization in promoter regions of the gene as previously described [18, 59]. The DMR associated genes were manually sorted into gene classification groups by consulting information provided by the DAVID, Panther, and Uniprot databases incorporated into an internal curated database (www.skinner.wsu.edu under genomic data). To assess that the DMR were not false positives due to random biological variation within populations, a pairwise comparison analysis (individual pool comparison) on the genomic sequence data within the individual urban or rural sites and cell populations was performed [60].

## Results

### Morphology

We used 1097 birds captured between 2008 and 2016 for morphological analyses. We controlled for slight variation among years in traits by including year as a random effect in all analyses. At both sites, *G. fortis* was significantly larger than *G. fuliginosa* in all morphological traits (linear mixed-effects models *P* < 0.0001). Within species, urban *G. fortis* was significantly larger than rural *G. fortis* for all direct morphological measurements, except tarsus length (Table 1). Composite measures of *G. fortis* body and beak size (PC1 body and PC1 beak) also differed between the two sites; however, there was no difference in beak shape (PC2 beak). In contrast to *G. fortis*, *G. fuliginosa* did not differ significantly between the urban and rural populations in any of the morphological measurements or composite measures (Table 1). Because we captured more *G. fortis* than *G. fuliginosa* we did a power analysis for *G. fuliginosa*, using the effect size of morphological differences found in the *G. fortis* populations (smallest effect size = 0.256 (wing chord); largest effect size = 0.358 (beak depth)). Power for comparisons of *G. fuliginosa* appeared adequate for detecting similar effect sizes (0.69–0.91).

**Table 1:** Mean (± 1SE) values for morphological characteristics of *G. fortis* and *G. fuliginosa* at rural vs. urban sites.

	*G. fortis*		*G. fuliginosa*	
Morphological	Rural	Urban	Rural	Urban
Character	*N* = 560	*N* = 245	*N* = 171	*N* = 121
Beak depth	11.48 ± 0.06	11.98 ± 0.09**	7.40 ± 0.04	7.42 ± 0.06
Beak width	9.89 ± 0.04	10.24 ± 0.07**	6.8 ± 0.03	6.82 ± 0.04
Beak length	11.71 ± 0.04	12.02 ± 0.07***	8.56 ± 0.04	8.46 ± 0.09
Tarsus length	21.00 ± 0.06	21.15 ± 0.09	18.83 ± 0.11	18.67 ± 0.09
Wing chord	69.3 ± 0.19	70.4 ± 0.29**	61.26 ± 0.31	61.1 ± 0.30
Body mass	21.23 ± 0.13	22.2 ± 0.23*	13.87 ± 0.15	13.76 ± 0.14
PC1 Body	−0.13 ± 0.06	0.29 ± 0.09***	0.07 ± 0.09	−0.10 ± 0.10
PC1 Beak	−0.17 ± 0.07	0.40 ± 0.11***	0.01 ± 0.09	−0.01 ± 0.15
PC2 Beak	−0.01 ± 0.02	0.02 ± 0.03	0.07 ± 0.04	−0.09 ± 0.10

Statistically significant differences between populations at *P* < 0.01, 0.001, and <0.0001 are indicated by *, ** and ***, respectively

### Copy number variation (CNV)

Mean read depth genome-wide for pools used in CNV analysis varied between 1.08× and 1.30× (overall mean = 1.22×). The total read depth of individual variants ranged from 300 to 6000. We identified unique CNV in three of six *G. fortis* pools and five of six *G. fuliginosa* pools. The total number of variants per pool ranged from 1 to 20. However, no variants were exclusive to all urban or all rural pools for either *G. fortis* or *G. fuliginosa* (Additional file 2: Fig. S2). Therefore, while there was variation within populations in copy number at various loci in both *G. fortis* and *G. fuliginosa* (e.g., FB2 & 12), there were no fixed differences between the urban and rural populations for either species. It is unclear why certain pools had more variants than others; however variation was consistent among chromosomes.

To control for underestimation of CNV differences due to reads that did not align to the zebra finch genome, we performed a similar analysis aligning reads to the un-assembled *Geospiza fortis* genome [54]. The average proportion of reads aligned to the *G. fortis* genome was higher (two-fold). However, we still did not find any differences in CNV between the urban and rural populations for either species of Darwin’s finch. A limitation of this CNV analysis is that only large variants (>24 Kbp) can be detected reliably; smaller variants (<10 Kbp or less) may have escaped detection.

### Differential DNA methylation regions (DMRs)

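Methylated DNA immunoprecipitation (MeDIP) libraries of 24 pools were sequenced, 6 of erythrocytes and 6 of sperm from each of *G. fortis* and *G. fuliginosa*. An erythrocyte pool combined DNA from 5 birds and a sperm pool DNA from 2 birds. The paper states that 3 pools of each set came from each site. The pool labels give the species and the cell type but not the site, so values of single pools are given without it. Every value that compares the sites starts from the p-values and log2 fold changes in the authors' deposited tables, whose log2 fold changes carry no statement of which site is the higher. The authors mapped the reads to the zebra finch genome, whose build the paper's text does not name, and counted them in 100 bp windows with the MEDIPS R package. They compared the pools of the 2 sites in every window with edgeR and deposited 1 table per set. Each table gives the count and the RPKM (reads per kilobase of window, scaled to the number of reads of the pool) of each window in each pool.
Each table held 11958236 windows. At least 1 of the 6 pools had a count in 10582627 windows of *G. fortis* erythrocytes, 10096412 of *G. fuliginosa* erythrocytes, 9957942 of *G. fortis* sperm and 10979797 of *G. fuliginosa* sperm, and these windows carried a p-value. Total counts ranged from 27617822 to 49815302 per pool in *G. fortis* erythrocytes (median 36851032) and from 14355858 to 34588742 in *G. fuliginosa* erythrocytes (median 28717914). They ranged from 5775745 to 36380609 in *G. fortis* sperm (median 14119840) and from 1900728 to 53777637 in *G. fuliginosa* sperm (median 23846677). The paper gives a sequencing depth in reads per pool, and the values here use the counts in the windows. The share of windows with at least 1 count ranged from 52.5 to 64.9%, from 34.1 to 56.5%, from 17.7 to 60.0% and from 7.58 to 78.3% in the same order of sets.
In *G. fortis*, the total was higher in erythrocytes than in sperm in 33 of 36 pairs of pools, by 21520500 counts on average (two-sided exact permutation test, p = 0.0130; adjusted p = 0.0519 by the Benjamini-Hochberg method over 16 comparisons of pools). In *G. fuliginosa* it was higher in 22 of 36 pairs, by 1615340 counts on average (exact permutation test, p = 0.833, adjusted p = 0.889). Leaving out pool FS6 of *G. fortis* sperm moved the *G. fortis* comparison most, to an adjusted p of 0.0115 in the exact permutation test. Without FB3 it was 0.0416 and without FS3 0.0404 in the same exact test, and leaving out any other pool kept it above 0.05. The *G. fuliginosa* difference changed its direction without FS10 (−60835.8) and without FS11 (−3066010).
Windows below a p-value of 0.001 were joined here into DMR by the rule in the paper's methods, with edges extended while a window below 0.1 lay within 1000 bp. The distance was taken to the far edge of the next window, a reading settled after the paper's lists had been seen. A log2 fold change at a window where all pools of a site had no count depends on the prior count that edgeR adds and is no bound.

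**Figure D1:**
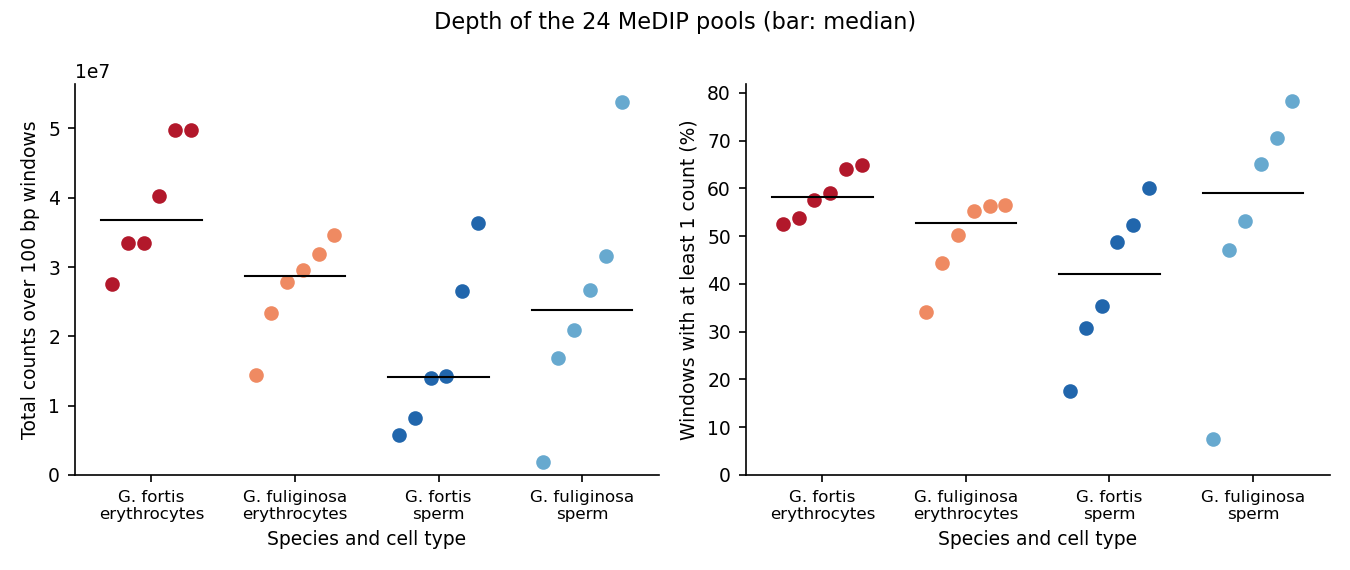
Total counts over all 100 bp windows (left), and the percentage of windows with at least 1 count (right), for the 6 pools of each species and cell type; each point is a pool, in order of its value, and each bar the median of the set. Totals in sperm of *G. fuliginosa* run from 1900728 to 53777637.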

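In the authors' deposited table for *G. fortis* erythrocytes, 3004 windows fell below the p-value threshold of 0.001. The authors' deposited tables gave 4998 such windows in *G. fuliginosa* erythrocytes, 1398 in *G. fortis* sperm and 2049 in *G. fuliginosa* sperm. Joined into regions, they formed 2871 DMR in *G. fortis* erythrocytes, of which 129 were multiple-window DMR. The numbers were 4663 and 324 in *G. fuliginosa* erythrocytes, 1270 and 110 in *G. fortis* sperm, and 1904 and 139 in *G. fuliginosa* sperm. All 702 multiple-window DMR had the start, the length and the number of windows that the paper lists. The median window below the threshold held 22, 18, 34 and 23 counts over the 6 pools in these 4 sets, against 8, 6, 5 and 8 for all windows with a p-value. The share of these windows with a positive log2 fold change in the authors' deposited tables was 53.4% in *G. fortis* erythrocytes, 6.52% in *G. fuliginosa* erythrocytes, 32.3% in *G. fortis* sperm and 99.1% in *G. fuliginosa* sperm. The number of multiple-window DMR moved most with the threshold. At 1e-04 it was 4, 11, 2 and 1 in the order of the sets above.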

DMRs were found between populations for both cell types and both species (Table 2). We report the number of DMRs at *p*-value cut-offs ranging from <0.01 to <1e-05 in Additional file 3: Table S1; Additional file 4: Table S2 and Additional file 5: Table S3. 

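If the p-values were uniform, 0.001 of the windows tested would fall below 0.001. The windows in the authors' deposited tables came to 0.284 times this number in *G. fortis* erythrocytes, 0.495 times in *G. fuliginosa* erythrocytes, 0.140 times in *G. fortis* sperm and 0.187 times in *G. fuliginosa* sperm. Windows with fewer than 10 counts over the 6 pools made up 56.6, 66.6, 72.1 and 54.9% of the windows tested, and none of them fell below the threshold. Among windows with at least 20 counts the ratio was 0.678 in *G. fortis* erythrocytes and 1.31 in *G. fuliginosa* erythrocytes, and it was 0.938 and 0.807 in sperm of the same species. The smallest edgeR p in the authors' deposited tables was 4.80e-07 in *G. fortis* erythrocytes, 1.92e-08 in *G. fuliginosa* erythrocytes, 7.05e-07 in *G. fortis* sperm and 8.85e-06 in *G. fuliginosa* sperm. The smallest adjusted p from edgeR in the authors' deposited tables was 0.194 in *G. fuliginosa* erythrocytes and 1 in each other set. No window therefore fell below an adjusted p of 0.05, while the edgeR p before adjustment fell below 0.05 at 178683, 198268, 212753 and 327258 windows of the authors' deposited tables in the order above. With the Benjamini-Hochberg adjustment repeated over windows with at least 20 counts, the smallest adjusted edgeR p in *G. fuliginosa* erythrocytes was 0.0330, and 7 windows fell below 0.05. Over windows with at least 50 counts it was 0.0936, and in the other sets it stayed between 0.204 and 1 under both filters.

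**Figure D2:**
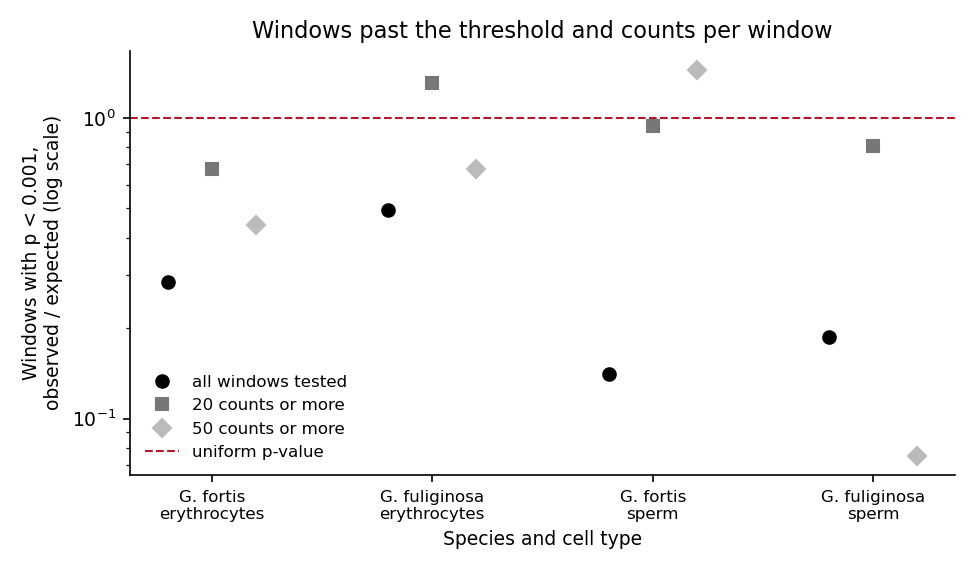
Windows with p < 0.001 in the authors' deposited tables divided by the number expected from a uniform p-value, on a log scale, for all windows tested and for windows with at least 20 or 50 counts over the 6 pools of each set. Over all windows tested the 4 ratios lie between 0.140 and 0.495, under the dashed line at 1.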

The analyses reported below are restricted to DMRs significant at a level of *P* < 0.001. We evaluated differences on three “regional” scales (Fig. 2): single 100 bp window DMRs, multiple window DMRs, and “DMR clusters”, i.e. statistically over-represented DMR clusters of 3–10 DMRs spanning 2–7 Mb [18] (Additional file 6: Table S4A-D). 

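In 627 of the 702 multiple-window DMR, the windows below the threshold were all directly adjacent. To see how many such regions arise by chance, the same number of windows was placed at random among the windows tested and joined by the same rule. In *G. fortis* erythrocytes random placement gave 9.21 multiple-window DMR on average and 23 at most in 10000 draws, against 129 observed (one-sided permutation test, p = 0.0001, the smallest that 10000 draws can give). The observed number was 14.0 times the random mean in *G. fortis* erythrocytes, 12.6 times in *G. fuliginosa* erythrocytes, 53.2 times in *G. fortis* sperm and 29.2 times in *G. fuliginosa* sperm, and p was 0.0001 in the permutation test of each set. Random placement was repeated among windows with the same total counts, an alternative chosen after the data were seen, and the ratios became 10.2, 8.17, 17.7 and 21.6.
Neighbouring windows share reads, since a read is counted in every window that it reaches. The log2 fold changes in the authors' deposited tables correlated between adjacent windows with Pearson's r of 0.51, 0.54, 0.76 and 0.72 in the order of the sets above, across windows that are not independent replicates. At a distance of 300 bp r was 0.06, 0.08, 0.33 and 0.29, and at 5000 bp it was 0.0015, 0.014, 0.13 and 0.095. The DMR whose windows below the threshold were not all adjacent were therefore counted apart, again after the data were seen. *G. fortis* erythrocytes had 10 of them, against 11.2 with random placement among windows with the same counts (permutation test, p = 0.672). In *G. fuliginosa* erythrocytes there were 39 against 34.0 (permutation test, p = 0.223). In *G. fortis* sperm there were 14 against 5.22 (permutation test, p = 0.0030), and in *G. fuliginosa* sperm 12 against 5.52 (permutation test, p = 0.00899). With random placement among all windows tested, the means were 8.42, 23.4, 1.88 and 4.39 in the same order (permutation test, p = 0.337, 0.00250, 0.0001 and 0.00180), so that the excess in *G. fuliginosa* erythrocytes depended on the matching.

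**Figure D3:**
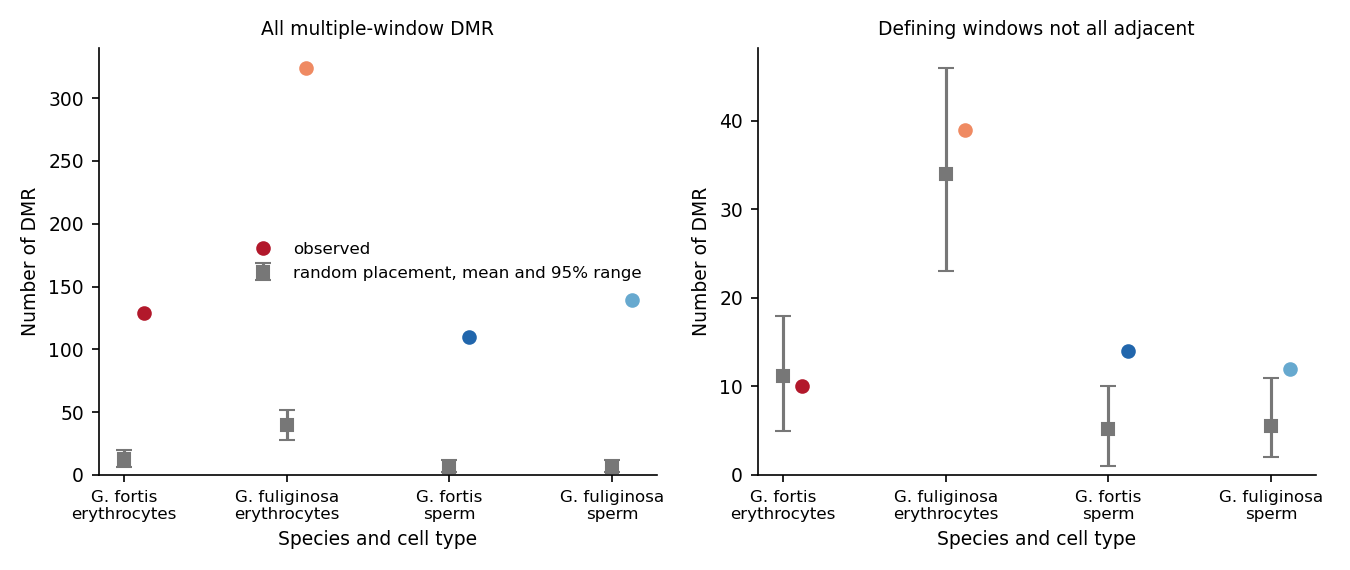
Number of multiple-window DMR observed in each set (coloured points) and with random placement among windows with the same total counts (grey squares, mean, with bars over the central 95% of 1000 draws), for all multiple-window DMR (left) and for those whose windows below the threshold were not all adjacent (right). On the right, 10 and 39 DMR in erythrocytes lie within the bars, and 14 and 12 in sperm lie above them.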

We focus on multiple-window DMRs (Additional file 4: Table S2 and Additional file 5: Table S3), i.e. DMRs detected independently in adjacent windows, because they further reduce the likelihood of false positives and provide a set of highly reproducible DMRs [18]. Multiple-window DMRs were used in the analysis of the genomic features of DMRs reported below.

**Table 2:** Differentially methylated regions (DMR) between urban and rural populations based on different cell types

Species/Cell Type	Number of Windows*					Sum of Multiple (≥2) Window DMR**
	1	2	3	4	5	
*G. fortis* Erythrocytes	2742	125	4	0	0	129
*G. fortis* Sperm	1160	97	9	3	1	110
*G. fuliginosa* Erythrocytes	4339	314	9	1	0	324
*G. fuliginosa* Sperm	1765	133	6	0	0	139

Only DMR that were significant at *P* < 0.001 are included

*DMR detected in one window alone were considered “single-window” variants (Fig. 2)

**DMR detected in two or more adjacent windows were considered “multiple-window” variants and used in subsequent analyses (Figs. 2, 3, 4, 5 and 6)

**Fig. 2:**
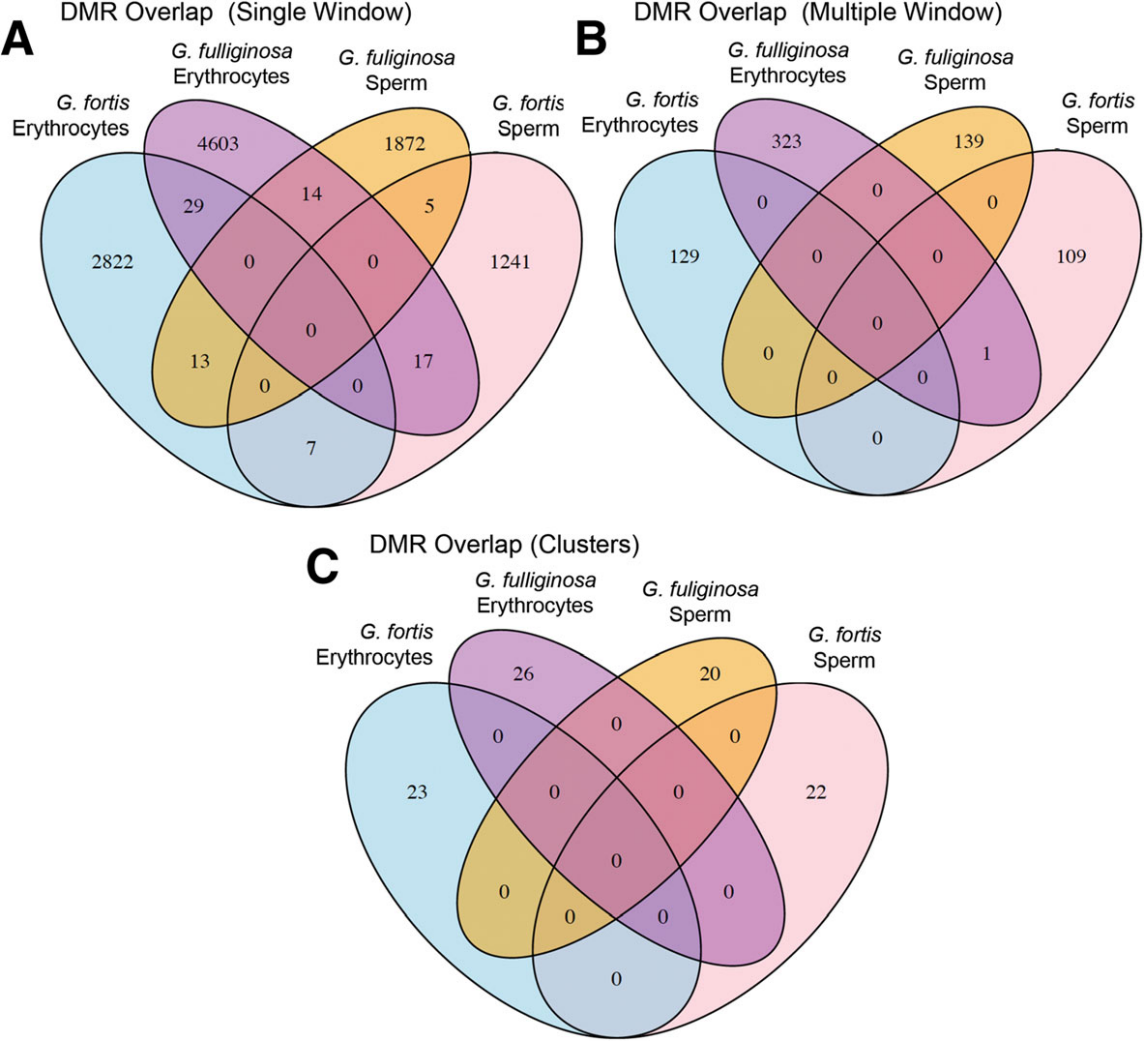
DMR overlap between species and cell types. Each value is the number of differentially methylated regions between the urban and rural populations. Overlapping colors in the figure show the number of DMR that are shared between the two species or the two cell types. DMRs detected within **a** single 100 bp windows, **b** 2–5 adjacent 100 bp windows, **c** 2–7 Mb regions

There was little overlap between species or cell types in the regions that were differentially methylated between urban and rural populations (Fig. 2). 

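The windows below the p-value threshold of 0.001 were compared between the 6 pairs of sets over the windows tested in both, 9104059 to 10218232 windows per pair. The authors' deposited tables shared 4 windows between erythrocytes of *G. fortis* and *G. fuliginosa*, and 1 between sperm of the 2 species. Within *G. fortis* the 2 cell types shared 1 window, and within *G. fuliginosa* they shared 3. Erythrocytes of *G. fortis* shared 3 windows with sperm of *G. fuliginosa*, and erythrocytes of *G. fuliginosa* shared 2 with sperm of *G. fortis*. Chance would give from 0.294 to 1.56 shared windows per pair, so the observed numbers were 2.27 to 5.00 times the expected ones. After adjustment over the 6 pairs no excess was below 0.05 (one-sided exact hypergeometric test, adjusted p from 0.138 to 0.356). When the expected number was matched on the counts of the windows in both sets, an alternative chosen after the data were seen, the ratios were 1.32 to 4.36, and 1.32 in place of 2.57 for erythrocytes of the 2 species (permutation test, adjusted p = 0.457 for each pair). Within 1000 bp of each other the ratios were 1.00 to 1.27. A threshold of 0.01 moved these numbers most, to between 128 and 432 shared windows, 1.36 to 2.40 times the expected number (exact hypergeometric test, adjusted p from 8.13e-51 to 0.000555). This test takes windows as independent and equally able to pass, while neighbouring windows share reads and none of the windows with fewer than 10 counts passed at 0.001, and no expectation matched on counts was computed at 0.01. From the small number of regions in common, the paper proposes that methylation patterns are specific to each species.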

A small proportion of single window DMRs (Fig. 2A) was shared between species and/or cell types. 

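With single-window DMR included, 29 DMR overlapped by at least 1 bp between erythrocytes of *G. fortis* and *G. fuliginosa*, and 5 between sperm of these species. The 2 cell types shared 7 DMR in *G. fortis* and 14 in *G. fuliginosa*. Erythrocytes of *G. fortis* shared 13 with sperm of *G. fuliginosa*, and erythrocytes of *G. fuliginosa* shared 17 with sperm of *G. fortis*. Among multiple-window DMR alone, a single pair overlapped, on chromosome 4A. It joined the DMR that starts at 17926601 in *G. fuliginosa* erythrocytes to the one that starts at 17926101 in *G. fortis* sperm. Random placement of the DMR gave 0.0760 overlaps on average for this pair of sets (one-sided permutation test with 10000 draws, p = 0.0731, adjusted p = 0.439 over the 6 pairs). With 10 kb added to each side of each DMR, the 6 pairs of sets shared between 0 and 2 DMR. Clusters of multiple-window DMR, built with 2 Mb sliding windows, were compared in the same way, without a test against chance. Of the 23 clusters of *G. fortis* erythrocytes, 7 overlapped a cluster of *G. fuliginosa* erythrocytes, 2 one of *G. fortis* sperm and 1 one of *G. fuliginosa* sperm. Of the 63 clusters of *G. fuliginosa* erythrocytes, 8 overlapped a cluster of *G. fortis* sperm and 9 one of *G. fuliginosa* sperm. Between sperm of the 2 species 1 of 22 clusters overlapped. With the clusters that the paper lists, 26 in *G. fuliginosa* erythrocytes in place of 63, the 7 became 1, the 8 became 4 and the 9 became 3, and the other pairs were unchanged.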

However, there were virtually no shared multiple-window DMRs (Fig. 2B) or clusters of DMRs (Fig. 2C) between species and/or cell types*.*

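Of the 129 multiple-window DMR of *G. fortis* erythrocytes, 125 held 2 windows below the threshold and 4 held 3. Those of *G. fuliginosa* erythrocytes held 2 windows in 314 DMR, 3 in 9 and 4 in 1. In *G. fortis* sperm 97 DMR held 2 windows, 9 held 3, 3 held 4 and 1 held 5. In *G. fuliginosa* sperm 133 held 2 and 6 held 3. DMR with at least 3 windows were thus 33 of 702 (4.70%). They made up 3.10% of the multiple-window DMR in *G. fortis* erythrocytes, 3.09% in *G. fuliginosa* erythrocytes, 11.8% in *G. fortis* sperm and 4.32% in *G. fuliginosa* sperm. As a share of all DMR, single-window DMR included, they ranged from 0.139 to 1.02% in the 4 sets.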

For both species and cell types, multiple-window DMRs usually were detected in only two multiple 100 bp windows; however, a limited number (<10% of total DMRs) were found in 3–5 multiple windows (Table 2). Based on extension of edges of multiple-window DMRs (extension of adjacent 100 bp windows with *p* < 0.1; see Methods) we estimated that most DMRs were 500–1000 bp in length (Fig. 3). 

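After extension, the median multiple-window DMR was 300 bp long in *G. fortis* erythrocytes (quartiles 200 and 900 bp) and 500 bp in *G. fuliginosa* erythrocytes (quartiles 300 and 1200 bp). It was 1000 bp in *G. fortis* sperm (quartiles 400 and 1950 bp) and 1100 bp in *G. fuliginosa* sperm (quartiles 500 and 1600 bp). Lengths from 500 to 1000 bp were found for 25 of 129 DMR in *G. fortis* erythrocytes (19.4%), 68 of 324 in *G. fuliginosa* erythrocytes (21.0%), 28 of 110 in *G. fortis* sperm (25.5%) and 38 of 139 in *G. fuliginosa* sperm (27.3%). Over the 4 sets, 22.6% of the DMR lay in this range, 42.5% were shorter and 34.9% were longer. With 2000 bp allowed between windows the medians were 1500, 2100, 3300 and 3400 bp, and over the windows below the threshold without extension the median was 200 bp in each set.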

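Windows of 2 Mb were moved along each chromosome in steps of 50 kb, and overlapping windows that held at least 2 multiple-window DMR were joined into clusters. *G. fortis* erythrocytes had 23 clusters, *G. fuliginosa* erythrocytes 63, *G. fortis* sperm 22 and *G. fuliginosa* sperm 20. The clusters spanned 2 to 10.5 Mb and held at most 8 DMR. They took in 38.8% of the DMR in *G. fortis* erythrocytes, where the same number of DMR placed at random among the windows tested gave 33.6% (one-sided permutation test with 1000 draws, p = 0.194). In *G. fuliginosa* erythrocytes 64.5% of the DMR lay in clusters, with a random mean that was also 64.5% (permutation test, p = 0.513). In *G. fortis* sperm 44.5% lay in clusters against 29.4% at random (permutation test, p = 0.0020), and in *G. fuliginosa* sperm 33.8% against 35.7% (permutation test, p = 0.693). Raising the minimum to 3 DMR moved the number of clusters most, to 2, 27, 4 and 2 in the order above. With this minimum the clusters of *G. fuliginosa* erythrocytes took in 31.8% of the DMR against 23.4% at random (permutation test, p = 0.0190).

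**Figure D4:**
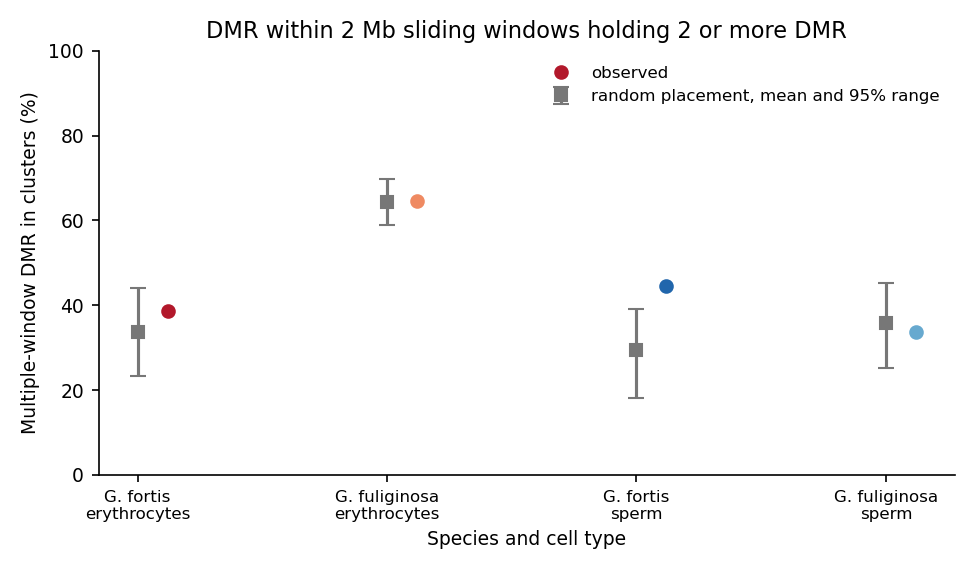
Percentage of multiple-window DMR in clusters in each set (coloured points) and with the same number of DMR placed at random among the windows tested (grey squares, mean, with bars over the central 95% of 1000 draws). The point of *G. fortis* sperm, at 44.5%, lies above its bar, and the other points lie within theirs.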

Many of the DMRs in this study were clustered together, consistent with previous studies showing that DMRs are not evenly distributed across the genome [59]. Based on alignment to the zebra finch genome, we plotted the chromosomal locations of multiple-window DMRs and DMR clusters (Fig. 4). DMRs were present on all chromosomes in both sperm and erythrocytes of both species; however, the chromosomal locations of DMRs differed between the cell types and species.

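DMR of any number of windows lay on each of 30 named chromosomes in every set, which leave out 1B, 16, LG2 and LG5. Chromosome 16 and LG2 held none in any set, LG5 held 1 in *G. fortis* sperm, and 1B held 6 in *G. fuliginosa* erythrocytes, 1 in *G. fuliginosa* sperm and none in *G. fortis*. Multiple-window DMR lay on 24 of the 30 in *G. fortis* erythrocytes, 29 in *G. fuliginosa* erythrocytes, 28 in *G. fortis* sperm and 20 in *G. fuliginosa* sperm. Sequence not placed on a chromosome held 10, 26, 23 and 5 multiple-window DMR in the same order. The number of DMR per chromosome was compared with the share of the windows tested on it. In *G. fuliginosa* erythrocytes the distribution departed from this share (chi-square statistic 83.0 over 324 DMR, permutation test, p = 0.0143), and so it did in *G. fortis* sperm (66.7 over 110 DMR, permutation test, p = 0.0186). No departure was detectable with the 129 DMR of *G. fortis* erythrocytes (41.2, permutation test, p = 0.141) or the 139 of *G. fuliginosa* sperm (40.2, permutation test, p = 0.159). Leaving out the unplaced sequence moved *G. fuliginosa* sperm most, to p = 0.635 in the permutation test.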

**Fig. 3:**
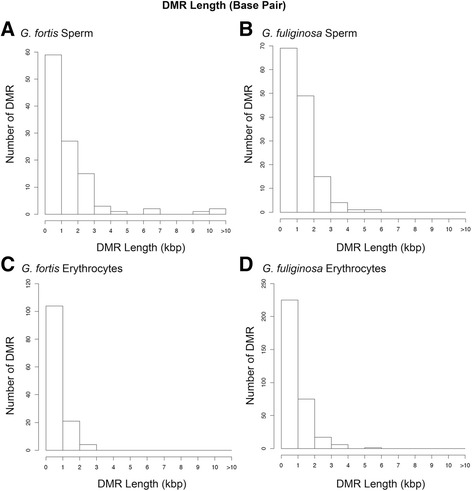
DMR length (kb) in **a** *G. fortis* sperm. **b** *G. fuliginosa* sperm. **c** *G. fortis* erythrocytes. **d** *G. fuliginosa* erythrocytes. Only multiple-window DMR significant at a *p*-value threshold of <10^−3^ are included

**Fig. 4:**
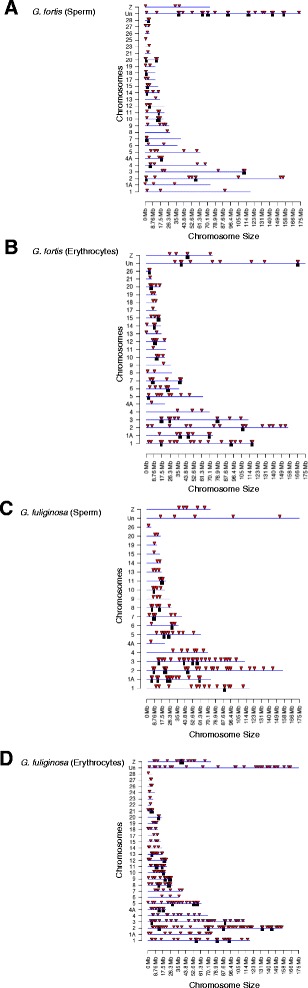
Chromosomal locations of DMR identified in *Geospiza fortis* sperm **a** and erythrocytes (**b**) and *G. fuliginosa* sperm (**c**) and erythrocytes (**d**)**.** Locations are based on alignment to the zebra finch (*Taeniopygia guttata*) genome. *Red arrowheads* indicate DMR and *black boxes* indicate DMR clusters. Only multiple-window DMR significant at a *p*-value threshold of <10^−3^ are shown

We evaluated the location of DMRs with respect to nucleotide composition. CpG density was highest in DMRs of *G. fortis* sperm cells (Fig. 5A). 

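The number of CpG sites in each DMR that the paper lists was divided by the length of the DMR as rebuilt here. Density was 2.70 ± 2.12 CpG per 100 bp in *G. fortis* sperm (mean ± SD, n = 110 DMR), with a median of 2.45. It was 0.760 ± 0.830 in *G. fortis* erythrocytes (n = 129 DMR), 0.718 ± 1.34 in *G. fuliginosa* erythrocytes (n = 324) and 0.496 ± 0.892 in *G. fuliginosa* sperm (n = 139). The mean of *G. fortis* sperm exceeded that of *G. fortis* erythrocytes by 1.94, that of *G. fuliginosa* erythrocytes by 1.98 and that of *G. fuliginosa* sperm by 2.21. For each of these 3 differences a two-sided permutation test gave p = 1e-05, the smallest that 100000 resamples can give, and 2e-05 after adjustment over the 6 pairs of sets. Of the other pairs, *G. fortis* erythrocytes and *G. fuliginosa* sperm differed by 0.264 (permutation test, p = 0.0111, adjusted p = 0.0167). Restricting the comparison to DMR of at least 500 bp moved this difference to 0.284 (permutation test, adjusted p = 0.151). These tests treat DMR as independent, while all DMR of a set come from 1 comparison of the same 6 pools. Their p-values measure the spread among DMR, not among pools or birds.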

DMRs in *G. fortis* erythrocytes and both cell types of *G. fuliginosa* were most often found in lower density CpG regions of the genome (<1 CpG site/100 bp; Fig. 5B-D). 

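Fewer than 1 CpG site per 100 bp was found in 90 of 129 DMR of *G. fortis* erythrocytes (69.8%), 255 of 324 of *G. fuliginosa* erythrocytes (78.7%) and 132 of 139 of *G. fuliginosa* sperm (95.0%). In *G. fortis* sperm 31 of 110 DMR (28.2%) were below this density. The medians were 0.5 CpG per 100 bp in erythrocytes of both species and 0.333 in *G. fuliginosa* sperm. No CpG site is listed for 20 DMR of *G. fortis* erythrocytes, 51 of *G. fuliginosa* erythrocytes, 4 of *G. fortis* sperm and 19 of *G. fuliginosa* sperm.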

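Over all 702 multiple-window DMR, there were 12.4 CpG sites per 1000 bp of sequence. The number was 7.6 in *G. fortis* erythrocytes, 8.30 in *G. fuliginosa* erythrocytes, 27.3 in *G. fortis* sperm and 6.08 in *G. fuliginosa* sperm. The median DMR held 3 CpG sites in each of these sets but *G. fortis* sperm, where it held 19.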

We estimated that the DMRs typically had approximately 10 CpG sites clustered within 1 kb regions.

**Fig. 5:**
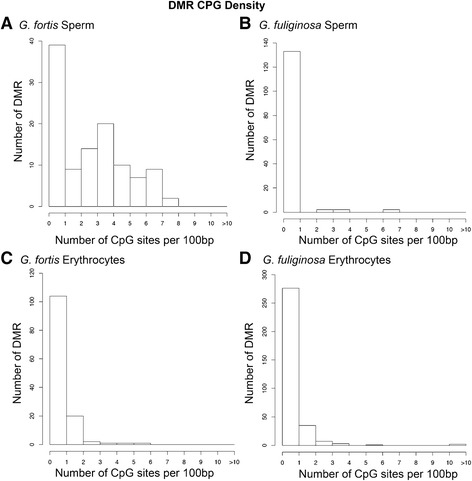
The CpG density of DMR in *Geospiza fortis* sperm (**a**), *G. fuliginosa* sperm (**b**), *G. fortis* erythrocytes (**c**) and *G. fuliginosa* erythrocytes (**d**). Only multiple-window DMR significant at a *p*-value threshold of <10^−3^ are included

We identified potential genes associated with DMRs through alignment with the zebra finch reference genome. 

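The paper lists 279 pairs of a multiple-window DMR and a gene, 43 in *G. fortis* erythrocytes, 111 in *G. fuliginosa* erythrocytes, 73 in *G. fortis* sperm and 52 in *G. fuliginosa* sperm. Of these, 277 belong to DMR rebuilt here from the windows under the name and set that the list gives. At least 1 gene was listed for 31.0% of the multiple-window DMR in *G. fortis* erythrocytes, 33.3% in *G. fuliginosa* erythrocytes, 56.4% in *G. fortis* sperm and 37.4% in *G. fuliginosa* sperm.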

DMRs within 10 kb of a gene (such that the promoter is included) have the potential to influence the gene’s expression and/or pathways associated with that gene [59]. 

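The start of each listed gene was compared with the start of its DMR for the 277 pairs. The median distance was 18479 bp and the largest 362481 bp. It was over 10000 bp in 174 pairs and over 100000 bp in 35. The lists give no gene end, so a DMR inside a long gene can also lie far from the start.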

Different categories of genes were methylated in the two cell types and species (Fig. 6, specific genes listed in Additional file 7: Table S5). The most common gene categories associated with DMRs were metabolism, cell signaling and transcription (Fig. 6). 

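Among the 279 listed pairs of DMR and gene, 102 fell in the category Unknown. Signaling held 33 pairs, receptors and transcription 18 each, transport 17 and metabolism 16. Signaling led the named categories in *G. fortis* erythrocytes with 5 of 43 pairs and in *G. fuliginosa* erythrocytes with 15 of 111. In *G. fortis* sperm receptors led with 11 of 73 pairs, and in *G. fuliginosa* sperm proteolysis led with 5 of 52. Metabolism held 1, 8, 4 and 3 pairs in the order of erythrocytes of *G. fortis* and *G. fuliginosa* and sperm of *G. fortis* and *G. fuliginosa*.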

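The 177 pairs of DMR and gene outside the category Unknown were compared over 20 categories. Between species the chi-square statistic was 31.2 with 19 degrees of freedom (permutation test with 100000 resamples, p = 0.0201). Between cell types it was 26.9 with 19 degrees of freedom (permutation test, p = 0.0778). Taken from the chi-square distribution instead, an alternative chosen after the data were seen, p was 0.0384 for species and 0.107 for cell types. Merging categories with fewer than 5 pairs moved the comparison of cell types most, to p = 0.0226 in the permutation test. Pairs that share a DMR or a chromosome region are not independent, which the tests do not take into account.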

Gene categories associated with DMRs differed significantly between the two species (Chi-square test, *p* = 0.039) and marginally between the two cell types (Chi-square test; *p* = 0.078). Pathway analysis (KEGG) showed DMRs associated with several genes (GALNT14, SGMS1, ENO2, PLCH2) in metabolic pathways of *G. fortis* sperm. 

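The DMR listed with GALNT14 lies on chromosome 3 from 19616201 to 19616400, 42238 bp from the listed start of the gene, and held from 0 to 39 counts per pool in the 6 pools of *G. fortis* sperm (median 9.5). Its smallest edgeR p in the authors' deposited table was 0.000188, at a window with a log2 fold change of −5.91. That of SGMS1 lies on chromosome 6 from 3861701 to 3862600 and contains the listed start, 252 bp after its own start. It held 18 to 562 counts per pool (median 78) and 55 CpG sites. Its smallest edgeR p in the authors' deposited table was 0.000247, with a log2 fold change of −3.47. For ENO2 the DMR lies on chromosome 1 from 89900301 to 89900600, 1658 bp from the listed start, with 1 to 83 counts per pool (median 7). For PLCH2 the DMR lies on chromosome 21 from 3356301 to 3360300, with 39 to 837 counts per pool (median 207). It contains the listed start, 1260 bp after its own start. The smallest edgeR p in the authors' deposited table was 0.000245 at the ENO2 DMR and 0.000358 at the PLCH2 DMR, with log2 fold changes of −3.51 and −3.23. The adjusted p was 1 at all 4 DMR in the authors' deposited table. With windows defined at 1e-04 in place of 0.001, none of the 4 was a multiple-window DMR. With windows of at least 20 counts, all 4 were.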

DMRs were associated with different genes (GCLC, PRIM2, ALD1A3, AK4, ACACA) in metabolic pathways of *G. fuliginosa* sperm. *Geospiza fortis* erythrocyte DMRs were associated with genes (CACNA1H, FGF8, MRAS, RAP1A) in the MAPK signaling pathway. 

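The DMR listed with CACNA1H lies on chromosome 14 from 10140501 to 10140700, 109222 bp from the listed start of the gene. It held from 0 to 20 counts per pool in the 6 pools of *G. fortis* erythrocytes (median 13.5). FGF8 has its DMR on chromosome 6 from 22127301 to 22128800, 77830 bp from the listed start, with 11 to 54 counts per pool (median 38.5). That of MRAS, on chromosome 7 from 7103301 to 7103500, held 23 counts over the 6 pools and none in 3 of them, and starts 19432 bp from the listed start. For RAP1A the DMR, on chromosome 26 from 3225201 to 3225500, held 1 to 30 counts per pool (median 15) and starts 66928 bp from the listed start. The smallest edgeR p in the authors' deposited table was 0.000421 at the CACNA1H DMR and 4.03e-05 at the FGF8 DMR. It was 0.000489 at the MRAS DMR and 1.55e-05 at the RAP1A DMR in the authors' deposited table, where the adjusted p was 1 at each. The log2 fold changes at these windows of the authors' deposited table were −1.73, −3.80, −5.03 and −2.57. Each is for a single window of 100 bp, not for the whole DMR. None of the 4 was a multiple-window DMR at a threshold of 1e-04. Among windows with at least 20 counts, the DMR of CACNA1H and RAP1A had 2 or more windows below 0.001, and those of FGF8 and MRAS did not.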

*Geospiza fuliginosa* erythrocyte DMRs were not associated with any particular pathway.

**Fig. 6:**
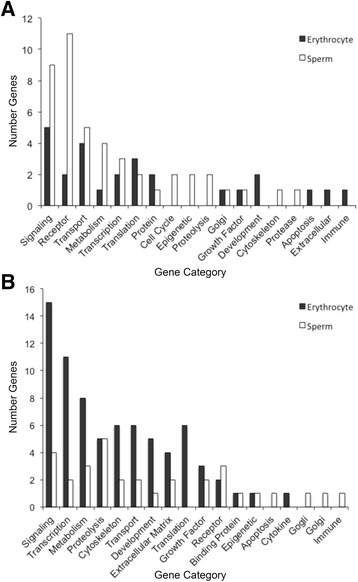
Gene categories associated with DMR detected in (**a**) *G. fortis* and (**b**) *G. fuliginosa*. Only multiple-window DMR significant at a *p*-value threshold of <10^−3^ are included

When the DMR data sets for both species and cell types were compared, KEGG pathways with the most DMR-associated genes were metabolic pathways, and MAPK and TGFß/BMP signaling pathways. Metabolic pathways included glycolysis, in which genes involved with pyruvate and acetate production were associated with DMRs in both finch species (Additional file 8: Figure S3 and Additional file 9: Figure S4). Other metabolic pathways associated with DMRs included genes involved in purine metabolism and glycosylation (Additional file 7: Tables S5). Signaling pathways were also associated with DMRs in both species and cell types. 

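A DMR listed with BMP5 was found in each cell type of *G. fuliginosa*, both on chromosome 3. In erythrocytes it runs from 89714201 to 89715000 and held from 7 to 39 counts per pool in the 6 pools (median 23.5). In sperm it runs from 89692801 to 89693800 and held 0 to 59 counts per pool (median 12.5), with no CpG site. The smallest edgeR p in the authors' deposited tables was 2.64e-05 in erythrocytes and 0.000294 in sperm. At these windows of the authors' deposited tables the log2 fold change was −5.51 in erythrocytes and 5.84 in sperm. A DMR at BMP7 was found in erythrocytes, on chromosome 20 from 13029701 to 13030700, with 10 to 41 counts per pool (median 27.5). That of FST, also in erythrocytes, lies on chromosome Z from 46606301 to 46607000, with 39 to 153 counts per pool (median 98) and 3 windows below the threshold. Their smallest edgeR p in the authors' deposited table was 0.000979 for BMP7 and 0.000116 for FST, with log2 fold changes of −4.86 and −1.34. The DMR start 36852 bp (BMP5, erythrocytes), 15452 bp (BMP5, sperm), 34929 bp (BMP7) and 1388 bp (FST) from the listed gene starts. The adjusted p was 1 at all 4 DMR in the authors' deposited tables. At a threshold of 1e-04 none of the 4 was a multiple-window DMR. Among windows with at least 20 counts, the FST DMR and the BMP5 DMR of sperm were, and the BMP5 and BMP7 DMR of erythrocytes were not.

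**Figure D5:**
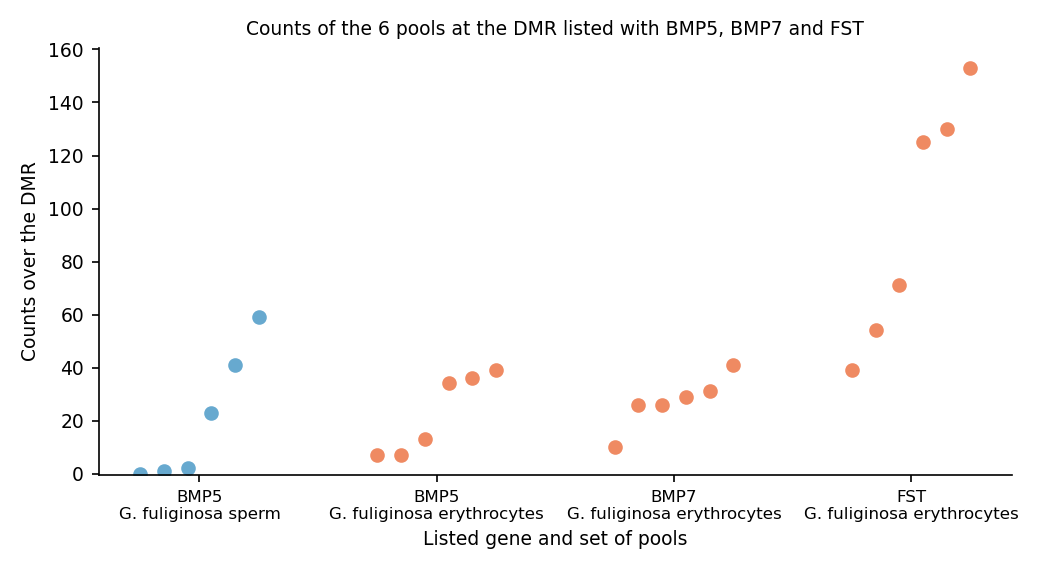
Counts over the DMR listed with BMP5, BMP7 and FST in each of the 6 pools of *G. fuliginosa* erythrocytes or sperm, where each point is a pool, in order of its value. Counts at the FST DMR run from 39 to 153 per pool and at the BMP5 DMR of sperm from 0 to 59.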

Three genes in the TGFß/BMP pathway were associated with DMRs between *G. fuliginosa* populations (erythrocytes and sperm combined): BMP5, BMP7 and FST (Fig. 7). MAPK, a common pathway for many regulatory processes, such as cell growth, contained a high number of DMR-associated genes in both finch species (Additional file 8: Figure S3 and Additional file 9: Figure S4).

**Fig. 7:**
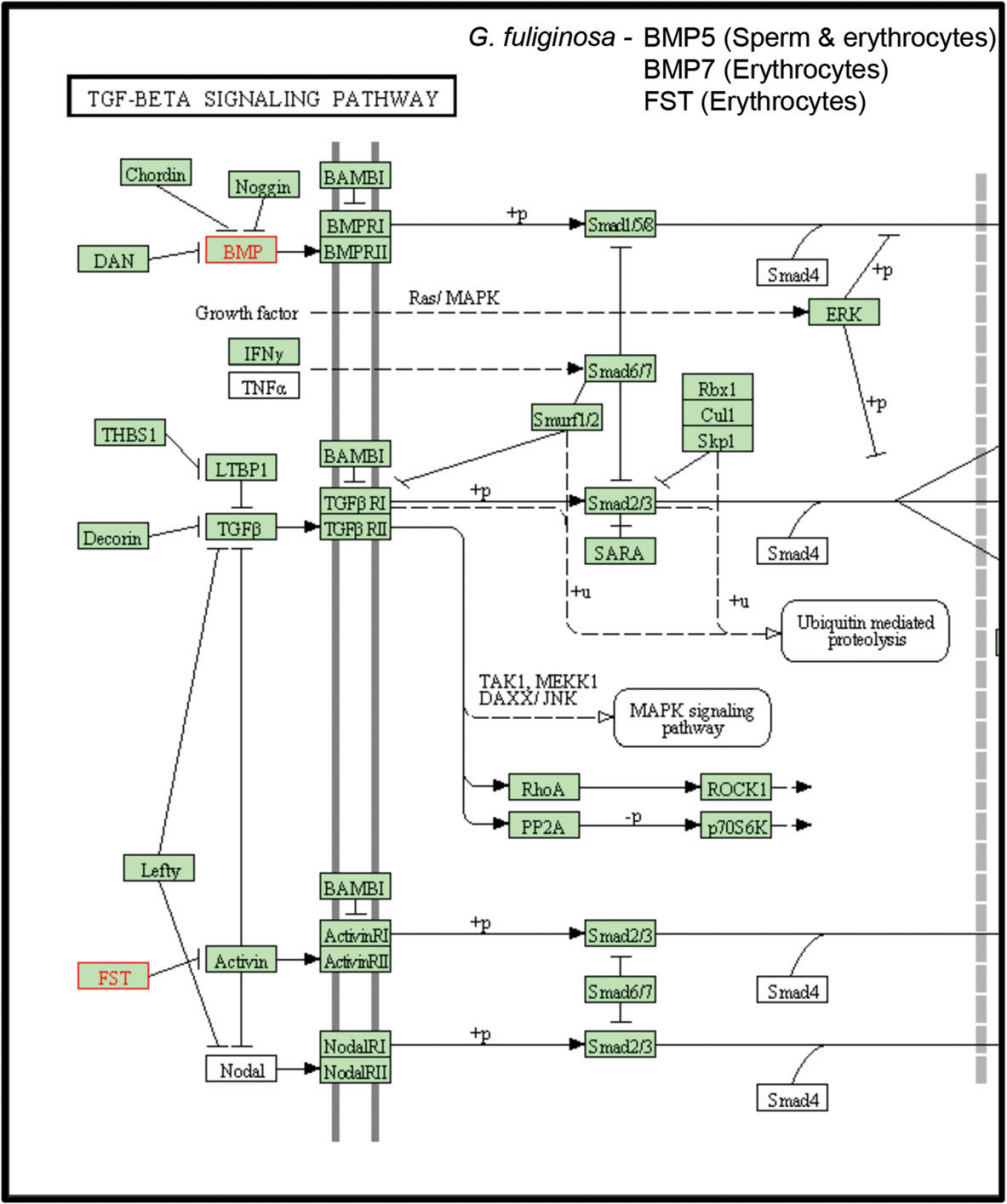
TGFB/BMP pathway. Genes associated with DMR are listed and outlined in *red* in the pathway

Genomic correlates of our DMR and CNV data were analyzed using the well-annotated zebra finch genome. In addition, our sequencing data were also compared to the *G. fortis* shotgun sequence database [54]. In contrast to the zebra finch genome, the *G. fortis* genome is neither assembled, nor annotated, meaning that limited data analysis is possible. The pooled individual sample read number was approximately 100 million reads for both genome analyses. The overall read alignment rate was 47–48% for the zebra finch analysis and 70–75% for the *G. fortis* genome analysis. Although previous analysis using tiling arrays suggested a 98% similarity in tiling array hybridization of the genome [18], the next generation sequencing analysis shows that more differences exist, likely in non-coding regions. The zebra finch genome analysis revealed twice the number of DMRs compared to the *G. fortis* genome analysis. This was largely due to the incomplete nature of the *G. fortis* genome. Nevertheless, analysis with both the zebra finch and *G. fortis* genomes identified epigenetic alterations between the rural and urban sites. To test whether methylation variation between sites was greater than within sites we conducted a pairwise comparison analysis (comparison of individual pools) within each species and rural or urban populations for specific cell types. We identified a number of DMRs between individual pools, which suggests that there is epigenetic variation within the study populations. However, few DMRs were found in multiple pools from the same population. Moreover, almost none of these DMRs were also found between urban and rural populations (Additional file 10: Figure S5). Thus, the DMRs identified between urban and rural populations are not an artifact of sampling within-population variation.

## Discussion

Darwin’s finches are well known for their phenotypic variability and evolution in response to changing environmental conditions [26]. In addition to genetic variation, epigenetic variation - such as differential DNA methylation - may exist between natural populations living under different environmental conditions. The goal of this paper was to test for morphological, genetic, and epigenetic differences between urban and rural populations within each of two species of Darwin’s finches. We found that *G. fortis* individuals at the urban site (Academy Bay) were larger than those at the rural site (El Garrapatero). In contrast, *G. fuliginosa* individuals did not differ morphologically between the sites. We did not find genetic differentiation between populations of either species based on CNV comparisons. However, we did find epigenetic (DMR) differences between urban and rural populations of both species of finches.

We found urban *G. fortis* were larger in nearly all morphological measurements compared to rural *G. fortis* (Table 1), which may be due to increased food availability at the urban site. Previous work suggests that urbanization around Academy Bay has relaxed selection on finch beak size [35, 36]. Urbanization is associated with a shift in the distribution of beak size in *G. fortis*: beak size is strongly bimodal at the rural site, whereas bimodality has decreased at the urban site concurrently with human population growth [35]. Both studies propose that increased food availability at the urban site has altered the selective landscape for *G. fortis* [35, 36]. Beak size is highly heritable in *Geospiza* finches; e.g. mid-parent vs. mid-offspring values estimate heritability of beak depth in *G. fortis* to be 0.74 [61].

In contrast, *G. fuliginosa* showed no morphological differentiation between sites (Table 1). *Geospiza fortis* is phenotypically more variable than *G. fuliginosa* on Santa Cruz Island [61]. As a result, *G. fortis* may have undergone more rapid local adaptation than *G. fuliginosa*. Although *G. fuliginosa* and *G. fortis* have overlapping dietary niches, they do show some degree of specialization [27]. It is possible that urbanization has had a greater selective effect on *G. fortis* than *G. fuliginosa*. Alternatively, morphological differences in *G. fortis* may be driven by hybridization between *G. fortis* and the slightly larger *G. magnirostris*. Hybridization between *G. fortis* and *G. magnirostris* has been documented on Santa Cruz [62]. While we have no information on relative rates of hybridization at our study sites, *G. magnirostris* is more abundant at the urban site than the rural site (4.56% of urban birds captured, compared to 1.86% of rural birds captured; unpublished data 2008–2016).

Despite differences in morphology between populations of *G. fortis*, we found no genetic differences between the urban and rural populations, based on the CNV comparisons made. Because CNV sequence coverage was limited, we may have overlooked small CNV, but larger CNV should have been detected between the two populations. CNV is a sensitive index of genetic differentiation between populations; indeed, some studies have found that CNV accounts for more genetic variation than SNPs [63–65]. Recent work has also linked CNV to rapid evolution in pepper moths [66] and primates [67].

Our study is first to explore genetic variation between populations of Darwin’s finches using large–scale genomic features (CNV). Like our study, previous studies using smaller-scale genomic markers (microsatellites, nuclear introns, and mitochondrial DNA) detected little or no genetic structure within populations of either *G. fortis* or *G. fuliginosa* [31, 34, 68]. Two recent studies of genomic variation among Darwin’s finches using SNPs did identify variable sites associated with variation in beak morphology [29, 30]. However, most of the genes associated with beak morphology in the two studies were different. These inconsistent results suggest that other forms of variation, such as large scale CNVs, could underlie phenotypic differences. However, our results show that negligible large size CNV changes exist between the rural and urban populations of *G. fortis* or *G. fuliginosa*.

In contrast to our genetic results, we found a large number of epigenetic differences between urban and rural populations in both species of finches and both cell types (Fig. 2). Although DMRs were found in both species, few of the same genomic regions were differentially methylated in *G. fortis* and *G. fuliginosa*. These data suggest that methylation patterns are species-specific, even when comparing closely related species. This may mean that *G. fortis* and *G. fuliginosa* are responding to environmental changes at the urban site in different ways. The lack of overlap in DMRs between the two species may reflect differences in their diets [27]. As discussed above, dietary differences may also have contributed to the morphological differences between urban and rural populations of *G. fortis.*

Although DMRs were also found in both cell types, few of the same genomic regions were differentially methylated in sperm and erythrocytes. Because methylation is involved with cell differentiation [6, 69], some lack of similarity in erythrocyte and sperm DMR is expected. The differences between the genomic regions that were differentially methylated in sperm and erythrocytes may provide clues as to the functional significance of the epimutations. DMRs in somatic cells, such as erythrocytes, potentially reflect effects of the environment on physiology of the birds. DMRs in germ cells, such as sperm, are more likely to be transgenerationally inherited and contribute to evolution. Recent studies show that heritability of methylation variants can be high, but that this varies among loci [12]. However, without following multiple generations of individuals with known ancestry, we cannot determine which of the DMRs in our study are heritable. It is possible that many of the DMRs we detected were plastic responses to the environment. Analysis of Darwin’s finches with known pedigrees - from long-term studies of banded populations - may be a way in which to distinguish heritable from non-heritable epimutations in the future.

While locations of DMRs varied between species and cell types (Fig. 4), they had genomic features in common. DMRs were typically 500–1000 bp in length (Fig. 3) and many were clustered in 2–7 Mb regions. Most DMRs were in areas of low CpG density known as “CpG deserts” (Fig. 5). Many studies of DNA methylation have focused on the gene-silencing effects of methylation in high-density “CpG islands” near transcriptional start sites [6]. However, DMRs in other genomic regions, such as CpG deserts, can have other important effects on gene regulation and expression [6, 70]. Methylation of cytosines increases the rate of cytosine to thymine transitions [71]. Thus, over time, methylation can cause CpG-poor regions in the genome to accumulate. The persistence of conserved clusters of methylated CpG sites within CpG deserts suggests that these regions are likely conserved and under purifying selection [70]. Thus, these types of DMRs may have a functional role in regulating gene expression and could be subject to selection.

Many of the DMRs we detected were associated with metabolic and signaling genes (Fig. 6). Previous work has suggested that novel food sources at the urban site are changing the diet of finches [27]. While we did not quantify phenotypic traits related to metabolism, it is possible that DMRs associated with metabolic genes are associated with other physiological differences between the urban and rural populations.

We also found DMRs associated with genes in the bone morphogenic protein (BMP) / transferring growth factor beta (TGFß) pathway (Fig. 7). Expression of Bmp4 is related to beak shape in *Geospiza* finches [72]; however, it is unknown what factors regulate gene expression at this locus. We previously found that this pathway was differentially methylated among species of Darwin’s finches [18]. These data suggest that DNA methylation may play a role in regulating expression of genes in this pathway and therefore may influence finch morphology.

Our study compared just two populations - one rural and one urban – and therefore we cannot be certain that urbanization is the key environmental change influencing finch morphology and/or epigenetics in our study. Moreover, it is possible that differences between the two populations are the result of epigenetic drift, rather than differential selection. Some dispersal of *G. fortis* between the urban and rural populations has been documented through mark-recapture studies; but it is not very common (J. Raeymaekers pers. comm.). Low levels of gene flow between populations would preclude divergence of the rural and urban populations due to drift. However, much more work is needed to understand the basis of epigenetic variation and its relationship to phenotypic variation in populations of Darwin’s finches.

## Conclusions

We found epigenetic differences between adjacent populations of each of two species of Darwin’s finches. We do not know which of the DMRs are responses to environmental differences between the urban and rural sites, versus the result of random epigenetic drift. However, as the environmental differences between our sites are recent (<60 years) any methylation changes associated with urbanization have spread quickly. As in other recent studies [19, 20, 22], the functional relationship between environmental and epigenetic variation is not well understood. Nevertheless, these results are consistent with a potential role of epigenetic variation in rapid adaptation to changing environments. Future studies are needed to determine what effects DMR have on phenotypes, and to what extent these methylation patterns may play a role in evolution.

## Additional files

Additional file 1: Figure S1. Comparison of vegetative cover at the rural site (El Garrapatero) versus urban site (Puerto Ayora, Academy Bay) over the course of the study. Cover was dervied from Normalized Difference Vegetative Index (NDVI) values generated from satellite imagery (ORNL DAAC. 2008. MODIS Collection 5 Land Products Global Subsetting and Visualization Tool. ORNL DAAC, Oak Ridge, Tennessee, USA. Accessed May 08, 2017 http://dx.doi.org/10.3334/ORNLDAAC/1241). Values range from 0-1 with 1 reprensenting the highest vegetation cover.

Additional file 2: Figure S2. Copy number variation (CNV) between the rural and urban populations. (A) CNV analysis summary for the *G. fortis* erythrocytes showing read depth and alignment, and CNV numbers per pool with chromosomes containing CNV indicated, and no overlap between rural and urban pools indicated. (B) CNV analysis summary for the *G. fuliginosa* erythrocytes with Read Mapping Summary, overall CNV per pool and chromosome, and no overlapping CNV identified.

Additional file 3: Table S1. The number of DMR detected at single window and multiple window scales at increasing levels of significance.

Additional file 4: Table S2. Description of multiple-window DMR detected in *G. fortis* sperm **(A)** and erythrocytes **(B)**. Description includes DMR name, chromosome number, DMR start site, length in base pair (bp), number of multiple sites, minimum p-value, CpG number per sequence length, CpG density (CpG number / 100 bp) and DMR gene association. “NA” indicates DMR associated with a gene that did not align to the zebra finch reference genome.

Additional file 5: Table S3. Description of multiple-window DMR detected in *G. fuliginosa* sperm **(A)** and erythrocytes **(B)**. Description includes DMR name, chromosome number, DMR start site, length in base pair (bp), number of multiple sites, minimum p-value, CpG number per sequence length, CpG density (CpG number / 100 bp) and DMR gene association. “NA” indicates DMR associated with a gene that did not align to the zebra finch reference genome.

Additional file 6: Table S4. Description of DMR clusters detected in *G. fortis* sperm **(A)** and erythrocytes **(B)** and *G. fuliginosa* sperm **(C)** and erythrocytes **(D)**. Description includes DMR in cluster, chromosome number, cluster start site, cluster stop site, length in bp, and minimum *p*-value.

Additional file 7: Table S5. Gene associations with DMR detected in *G. fortis* sperm **(A)** and erythrocytes **(B)** and *G. fuliginosa* sperm **(C)** and erythrocytes **(D)**. Description includes DMR name, gene symbol, entrez gene identification, chromosome number, start position site, ensemble gene identification number, gene description and gene classification category.

Additional file 8: Figure S3. MAPK signaling pathway. Genes associated with DMR are listed and outlined in red in the pathway.

Additional file 9: Figure S4. Glycolysis metabolism pathway. Genes associated with DMR are listed and outlined in red in the pathway.

Additional file 10: Figure S5. DMRs identified in pairwise comparison of pools within populations: **(A)** *G. Fuliginosa* RBC urban analysis, **(B)** *G. fuliginosa*-RBC rural analysis, **(C)** *G. fortis* RBC urban analysis, and **(D)** *G. fortis* rural analysis. Numbers indicate DMRs between urban (U) or rural (R) individual pools (1-3). “Full analysis” are DMRs identified between urban and rural pools. DMRs identified in the full analysis were found independently of within-site variation.

## Abbreviations

BMP: bone morphogenic protein
CNV: copy number variation
DDT: dithiothreitol
DMR: differentially DNA methylated region
IP: immunoprecipitation
LMM: linear mixed effects models
NGS: next generation sequencing
PBS: Phosphate Buffered Saline
TGFß: transferring growth factor beta

# Supplementary material for: Epigenetic variation between urban and rural populations of Darwin’s finches
**Source:** BMC Evol Biol. 2017 Aug 24;17:183. doi: 10.1186/s12862-017-1025-9
**Supplement:** Supplementary file 2 — Copy number variation (CNV) between the rural and urban populations. (A) CNV analysis summary for the G. fortis erythrocytes showing read depth and alignment, and CNV numbers per pool with chromosomes containing CNV indicated, and no overlap between rural and urban pools indicated. (B) CNV analysis summary for the G. fuliginosa erythrocytes with Read Mapping Summary, overall CNV per pool and chromosome, and no overlapping CNV identified.

CNV Analysis of Individual Sample Pools

(A) CNV analysis summary for the *G.fortis* RBC (erythrocytes)

Read Mapping Summary:

|                        | FB1      | FB2      | FB3      | FB4      | FB5      | FB6      |
|------------------------|----------|----------|----------|----------|----------|----------|
| Read Number            | 31943702 | 35390572 | 35292876 | 32866339 | 32098287 | 33303537 |
| Overall Alignment Rate | 48.12%   | 48.85%   | 48.30%   | 48.10%   | 48.44%   | 47.99%   |

The number of reads present for each sample and the overall alignment rate calculated by bowtie2.

Overall CNV numbers per pool and chromosome

|          | 18 | 7 | 27 | 3 | 9 | Un | 11 | Z |
|----------|----|---|----|---|---|----|----|---|
| sFB1.bam | 1  | 1 | 0  | 0 | 0 | 0  | 0  | 0 |
| sFB2.bam | 0  | 1 | 1  | 1 | 1 | 1  | 0  | 0 |
| sFB6.bam | 0  | 0 | 0  | 0 | 0 | 0  | 1  | 1 |

The number of CNV found and separated by sample and chromosome

Overlapping CNVs between rural and urban populations

There were no CNV called in all rural pools or all urban pools.

(B) CNV analysis summary for the *G. fuliginosa* RBC

Read Mapping Summary:

|                        | FB1      | FB2      | FB3      | FB4      | FB5      | FB6      |
|------------------------|----------|----------|----------|----------|----------|----------|
| Read Number            | 29702409 | 35909278 | 32460939 | 31290666 | 31033219 | 39220844 |
| Overall Alignment Rate | 44.77%   | 47.91%   | 48.62%   | 48.11%   | 46.76%   | 45.51%   |

The number of reads present for each sample and the overall alignment rate calculated by bowtie2.

Overall CNV numbers per pool and chromosome

|           | 4  | 20 | 1  | 10 | 11 | 13 | 14 | 18 | 1A | 2  | 3  | 5  | 6  | 7  | 8  | 9 | Un | Z  |
|-----------|----|----|----|----|----|----|----|----|----|----|----|----|----|----|----|---|----|----|
| sFB10.bam | 1  | 0  | 0  | 0  | 0  | 0  | 0  | 0  | 0  | 0  | 0  | 0  | 0  | 0  | 0  | 0 | 0  | 0  |
| sFB11.bam | 0  | 1  | 0  | 0  | 0  | 0  | 0  | 0  | 0  | 0  | 0  | 0  | 0  | 0  | 0  | 0 | 0  | 0  |
| sFB12.bam | 32 | 0  | 51 | 4  | 8  | 1  | 3  | 1  | 34 | 41 | 34 | 29 | 13 | 18 | 16 | 6 | 21 | 20 |
| sFB8.bam  | 0  | 0  | 0  | 0  | 0  | 0  | 0  | 0  | 0  | 1  | 0  | 0  | 0  | 0  | 0  | 0 | 0  | 0  |
| sFB9.bam  | 0  | 1  | 0  | 0  | 0  | 0  | 0  | 0  | 0  | 0  | 0  | 0  | 0  | 0  | 0  | 0 | 0  | 0  |

The number of CNV found and separated by sample and chromosome

Overlapping CNVs between rural and urban populations

There were no CNV called in all rural or all urban pools exclusively.

# Supplementary material for: Epigenetic variation between urban and rural populations of Darwin’s finches
**Source:** BMC Evol Biol. 2017 Aug 24;17:183. doi: 10.1186/s12862-017-1025-9
**Supplement:** Supplementary file 3 — The number of DMR detected at single window and multiple window scales at increasing levels of significance.

**Table S1.** The number of DMR detected at single window and multiple window scales at increasing levels of significance.

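The rule that joins windows into DMR was repeated on the authors' p-values at each threshold. At 0.01 it gave 27127 DMR in *G. fortis* erythrocytes, 35541 in *G. fuliginosa* erythrocytes, 24058 in *G. fortis* sperm and 42495 in *G. fuliginosa* sperm. Of these, 3087, 5432, 4443 and 8800 held at least 2 windows below the threshold. At 1e-04 the numbers of DMR were 252, 493, 79 and 22. At 1e-05 they were 20, 66, 5 and 1, of which 3 in *G. fuliginosa* erythrocytes and none in the other sets held at least 2 windows.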

**A. *G. fortis* Sperm**

**Number of DMRs vs. p-value cutoff**

| p-value | Single Window | Multiple Windows |
|---------|---------------|------------------|
| 0.01    | 24,058        | 44,423           |
| 0.001   | 1270          | 110              |
| 1e-04   | 79            | 2                |
| 1e-05   | 5             | 0                |

**B. *G. fuliginosa* Sperm**

**Number of DMRs vs. p-value cutoff**

| p-value | Single Window | Multiple Windows |
|---------|---------------|------------------|
| 0.01    | 42,495        | 8,800            |
| 0.001   | 1,904         | 139              |
| 1e-04   | 22            | 1                |
| 1e-05   | 1             | 0                |

**C. *G. fortis* Erythrocytes**

**Number of DMRs vs. p-value cutoff**

| p-value | Single Window | Multiple Windows |
|---------|---------------|------------------|
| 0.01    | 27,127        | 3,087            |
| 0.001   | 2,871         | 129              |
| 1e-04   | 252           | 4                |
| 1e-05   | 20            | 0                |

**D. *G. fuliginosa* Erythrocytes**

**Number of DMRs vs. p-value cutoff**

| p-value | Single Window | Multiple Windows |
|---------|---------------|------------------|
| 0.01    | 35,541        | 5,432            |
| 0.001   | 4,663         | 324              |
| 1e-04   | 493           | 11               |
| 1e-05   | 66            | 3                |

# Supplementary material for: Epigenetic variation between urban and rural populations of Darwin’s finches
**Source:** BMC Evol Biol. 2017 Aug 24;17:183. doi: 10.1186/s12862-017-1025-9
**Supplement:** Supplementary file 4 — Description of multiple-window DMR detected in G. fortis sperm (A) and erythrocytes (B). Description includes DMR name, chromosome number, DMR start site, length in base pair (bp), number of multiple sites, minimum p-value, CpG number per sequence length, CpG density (CpG number / 100 bp) and DMR gene association. “NA” indicates DMR associated with a gene that did not align to the zebra finch reference genome.

Supplemental Table S2A

*G. fortis* Multiple-Window DMR Sperm List

Supplemental Table S2B

*G. fortis* Multiple-Window DMR Erythrocyte List

|                 |    |           |      |   |            |    |     |            |
|-----------------|----|-----------|------|---|------------|----|-----|------------|
| DMR17:7618801   | 17 | 7618801   | 300  | 2 | 0.00021721 | 3  | 1   |            |
| DMR18:7751401   | 18 | 7751401   | 200  | 2 | 0.0001428  | 5  | 2.5 | ST6GALNAC2 |
| DMR18:10818401  | 18 | 10818401  | 500  | 2 | 5.76E-05   | 2  | 0.4 |            |
| DMR19:6307401   | 19 | 6307401   | 200  | 2 | 0.00015843 | 3  | 1.5 |            |
| DMR19:9135801   | 19 | 9135801   | 300  | 2 | 5.29E-05   | 3  | 1   | NA         |
| DMR20:4414401   | 20 | 4414401   | 300  | 3 | 3.52E-05   | 4  | 1.3 |            |
| DMR20:5555701   | 20 | 5555701   | 300  | 2 | 4.22E-05   | 5  | 1.6 |            |
| DMR20:6871001   | 20 | 6871001   | 1500 | 2 | 0.00065159 | 7  | 0.4 |            |
| DMR20:10911801  | 20 | 10911801  | 1600 | 2 | 0.00067837 | 7  | 0.4 |            |
| DMR20:15138501  | 20 | 15138501  | 1400 | 2 | 4.46E-05   | 21 | 1.5 | KCNB1      |
| DMR21:4415901   | 21 | 4415901   | 200  | 2 | 0.00041562 | 0  | 0   | ACAP3      |
| DMR26:3225201   | 26 | 3225201   | 300  | 2 | 1.55E-05   | 3  | 1   | RAP1A      |
| DMR26:4154601   | 26 | 4154601   | 400  | 2 | 0.00064105 | 5  | 1.2 |            |
| DMRZ:25875601   | Z  | 25875601  | 200  | 2 | 0.00097829 | 0  | 0   |            |
| DMRZ:32978101   | Z  | 32978101  | 900  | 2 | 0.00038839 | 5  | 0.5 |            |
| DMRZ:45594501   | Z  | 45594501  | 200  | 2 | 6.12E-05   | 0  | 0   |            |
| DMRZ:45691301   | Z  | 45691301  | 300  | 2 | 0.00030731 | 4  | 1.3 | ISL1       |
| DMRZ:70647701   | Z  | 70647701  | 1200 | 2 | 2.69E-05   | 0  | 0   | EDIL3      |
| DMRUn:31643901  | Un | 31643901  | 900  | 2 | 0.00012679 | 1  | 0.1 |            |
| DMRUn:38098901  | Un | 38098901  | 200  | 2 | 0.00014552 | 1  | 0.5 |            |
| DMRUn:39304701  | Un | 39304701  | 200  | 2 | 6.12E-05   | 1  | 0.5 |            |
| DMRUn:48843301  | Un | 48843301  | 300  | 2 | 6.12E-05   | 1  | 0.3 |            |
| DMRUn:73071501  | Un | 73071501  | 400  | 2 | 1.06E-05   | 4  | 1   |            |
| DMRUn:81523201  | Un | 81523201  | 1000 | 2 | 0.00063847 | 14 | 1.4 |            |
| DMRUn:115914401 | Un | 115914401 | 200  | 2 | 0.00097829 | 0  | 0   | NA         |
| DMRUn:130440301 | Un | 130440301 | 200  | 2 | 0.00073111 | 2  | 1   |            |
| DMRUn:166943301 | Un | 166943301 | 800  | 2 | 1.35E-05   | 4  | 0.5 |            |
| DMRUn:167343801 | Un | 167343801 | 300  | 2 | 3.12E-05   | 3  | 1   | NA         |

# Supplementary material for: Epigenetic variation between urban and rural populations of Darwin’s finches
**Source:** BMC Evol Biol. 2017 Aug 24;17:183. doi: 10.1186/s12862-017-1025-9
**Supplement:** Supplementary file 5 — Description of multiple-window DMR detected in G. fuliginosa sperm (A) and erythrocytes (B). Description includes DMR name, chromosome number, DMR start site, length in base pair (bp), number of multiple sites, minimum p-value, CpG number per sequence length, CpG density (CpG number / 100 bp) and DMR gene association. “NA” indicates DMR associated with a gene that did not align to the zebra finch reference genome.

Supplemental Table S3A

*G. fuliginosa* Multiple-Window DMR Sperm List

|                 |    |           |      |   |            |    |     |         |
|-----------------|----|-----------|------|---|------------|----|-----|---------|
| DMR8:11398901   | 8  | 11398901  | 500  | 2 | 0.00074667 | 0  | 0   |         |
| DMR8:14216901   | 8  | 14216901  | 1200 | 2 | 0.00010694 | 0  | 0   |         |
| DMR8:14857401   | 8  | 14857401  | 200  | 2 | 0.00041888 | 0  | 0   |         |
| DMR8:25817401   | 8  | 25817401  | 3700 | 2 | 0.00045392 | 8  | 0.2 | NA      |
| DMR9:7480901    | 9  | 7480901   | 800  | 2 | 0.00038451 | 3  | 0.3 |         |
| DMR9:11711001   | 9  | 11711001  | 600  | 3 | 0.0003283  | 2  | 0.3 |         |
| DMR9:15033901   | 9  | 15033901  | 400  | 2 | 0.00017153 | 2  | 0.5 | MB21D2  |
| DMR10:7071601   | 10 | 7071601   | 300  | 2 | 0.00055586 | 1  | 0.3 |         |
| DMR10:8862401   | 10 | 8862401   | 2100 | 2 | 1.62E-05   | 14 | 0.6 | TMOD2   |
| DMR10:11607101  | 10 | 11607101  | 600  | 2 | 0.00066354 | 0  | 0   |         |
| DMR10:16087901  | 10 | 16087901  | 1400 | 2 | 0.00018825 | 9  | 0.6 |         |
| DMR11:14774301  | 11 | 14774301  | 1300 | 3 | 0.00051978 | 9  | 0.6 |         |
| DMR11:16902201  | 11 | 16902201  | 1800 | 2 | 0.00025038 | 3  | 0.1 |         |
| DMR11:17270401  | 11 | 17270401  | 2500 | 2 | 0.00014437 | 10 | 0.4 | CDH8    |
| DMR11:17582801  | 11 | 17582801  | 2200 | 2 | 0.00020408 | 5  | 0.2 |         |
| DMR11:18477501  | 11 | 18477501  | 2000 | 2 | 0.00032749 | 5  | 0.2 |         |
| DMR13:7280601   | 13 | 7280601   | 1500 | 2 | 0.00032367 | 3  | 0.2 |         |
| DMR13:10352201  | 13 | 10352201  | 500  | 2 | 0.00061683 | 2  | 0.4 |         |
| DMR13:13887701  | 13 | 13887701  | 3700 | 2 | 0.00052392 | 11 | 0.2 |         |
| DMR14:12007301  | 14 | 12007301  | 900  | 2 | 0.0006074  | 2  | 0.2 |         |
| DMR14:15125101  | 14 | 15125101  | 1300 | 2 | 0.00016353 | 11 | 0.8 | NA      |
| DMR15:8420501   | 15 | 8420501   | 900  | 2 | 0.0003794  | 1  | 0.1 | TOP3B   |
| DMR19:8815901   | 19 | 8815901   | 1100 | 2 | 0.0002476  | 3  | 0.2 | GDPD1   |
| DMR20:9459301   | 20 | 9459301   | 300  | 2 | 0.00037744 | 1  | 0.3 |         |
| DMR20:12224401  | 20 | 12224401  | 3000 | 2 | 0.0002881  | 67 | 2.2 |         |
| DMR26:1999201   | 26 | 1999201   | 1400 | 2 | 0.00022374 | 3  | 0.2 | KLHL12  |
| DMRZ:36983401   | Z  | 36983401  | 1000 | 2 | 0.00068726 | 7  | 0.7 |         |
| DMRZ:42084601   | Z  | 42084601  | 600  | 2 | 0.00049473 | 4  | 0.6 |         |
| DMRZ:45791301   | Z  | 45791301  | 2200 | 2 | 0.00055305 | 8  | 0.3 |         |
| DMRZ:58234701   | Z  | 58234701  | 5200 | 2 | 0.00016185 | 25 | 0.4 | DENND4C |
| DMRZ:66392601   | Z  | 66392601  | 600  | 2 | 0.00049011 | 0  | 0   |         |
| DMRUn:15781801  | Un | 15781801  | 700  | 2 | 0.00016516 | 3  | 0.4 |         |
| DMRUn:31802501  | Un | 31802501  | 600  | 2 | 0.00026326 | 5  | 0.8 |         |
| DMRUn:55354101  | Un | 55354101  | 200  | 2 | 0.00018537 | 1  | 0.5 |         |
| DMRUn:99227501  | Un | 99227501  | 400  | 2 | 0.00020246 | 3  | 0.7 |         |
| DMRUn:152715201 | Un | 152715201 | 200  | 2 | 0.00067783 | 1  | 0.5 | NA      |

Supplemental Table S3B

*G. fuliginosa* Multiple-Window DMR Erythrocyte List

| DMR Name       | Chr | Start     | Length (bp) | # Sites | min P Value | CpG # | CpG Density<br>(#/100bp) | Gene<br>Association |
|----------------|-----|-----------|-------------|---------|-------------|-------|--------------------------|---------------------|
| DMR1:4372401   | 1   | 4372401   | 200         | 2       | 7.68E-06    | 7     | 3.5                      |                     |
| DMR1:4717301   | 1   | 4717301   | 2700        | 2       | 4.51E-05    | 17    | 0.6                      |                     |
| DMR1:8796601   | 1   | 8796601   | 200         | 2       | 0.0001461   | 0     | 0                        |                     |
| DMR1:15514901  | 1   | 15514901  | 700         | 2       | 7.48E-05    | 0     | 0                        | NA                  |
| DMR1:30194301  | 1   | 30194301  | 500         | 2       | 0.00020125  | 2     | 0.4                      | RNF149              |
| DMR1:34868501  | 1   | 34868501  | 1400        | 2       | 0.00097878  | 7     | 0.5                      |                     |
| DMR1:49804201  | 1   | 49804201  | 400         | 2       | 1.76E-05    | 1     | 0.2                      | NA                  |
| DMR1:55662401  | 1   | 55662401  | 600         | 2       | 3.07E-05    | 3     | 0.5                      |                     |
| DMR1:55714201  | 1   | 55714201  | 1400        | 2       | 8.18E-05    | 7     | 0.5                      |                     |
| DMR1:56745701  | 1   | 56745701  | 600         | 2       | 1.26E-05    | 3     | 0.5                      |                     |
| DMR1:60281601  | 1   | 60281601  | 200         | 2       | 0.00024493  | 0     | 0                        |                     |
| DMR1:69585701  | 1   | 69585701  | 300         | 2       | 7.68E-06    | 2     | 0.6                      | LMO7                |
| DMR1:79976701  | 1   | 79976701  | 300         | 2       | 0.00045066  | 0     | 0                        | NA                  |
| DMR1:80849001  | 1   | 80849001  | 200         | 2       | 0.00046822  | 0     | 0                        | FAT3                |
| DMR1:80975101  | 1   | 80975101  | 300         | 2       | 7.87E-05    | 1     | 0.3                      |                     |
| DMR1:88272501  | 1   | 88272501  | 1400        | 2       | 0.00030252  | 15    | 1                        |                     |
| DMR1:88280001  | 1   | 88280001  | 400         | 2       | 0.00012253  | 0     | 0                        |                     |
| DMR1:91117201  | 1   | 91117201  | 300         | 2       | 0.00038876  | 2     | 0.6                      |                     |
| DMR1:91608001  | 1   | 91608001  | 1600        | 2       | 0.00013341  | 14    | 0.8                      |                     |
| DMR1:94220601  | 1   | 94220601  | 900         | 3       | 0.00012598  | 8     | 0.8                      |                     |
| DMR1:94822701  | 1   | 94822701  | 200         | 2       | 3.07E-05    | 3     | 1.5                      | LSAMP               |
| DMR1:95189901  | 1   | 95189901  | 3700        | 2       | 0.00048961  | 24    | 0.6                      |                     |
| DMR1:109208501 | 1   | 109208501 | 2200        | 2       | 4.95E-05    | 9     | 0.4                      |                     |
| DMR1:116004201 | 1   | 116004201 | 200         | 2       | 0.00024493  | 0     | 0                        |                     |
| DMR1A:536501   | 1A  | 536501    | 2300        | 2       | 0.00026491  | 83    | 3.6                      | NET1                |
| DMR1A:3291201  | 1A  | 3291201   | 800         | 2       | 8.20E-05    | 3     | 0.3                      | SFMBT2              |
| DMR1A:19893901 | 1A  | 19893901  | 200         | 2       | 6.13E-05    | 1     | 0.5                      |                     |
| DMR1A:25828501 | 1A  | 25828501  | 300         | 2       | 0.00053859  | 2     | 0.6                      | PPP1R3A             |
| DMR1A:37988101 | 1A  | 37988101  | 200         | 2       | 0.00036327  | 1     | 0.5                      |                     |
| DMR1A:38048601 | 1A  | 38048601  | 2000        | 2       | 3.55E-05    | 8     | 0.4                      | NAV3                |
| DMR1A:48081501 | 1A  | 48081501  | 800         | 2       | 0.00044329  | 2     | 0.2                      |                     |
| DMR1A:50021401 | 1A  | 50021401  | 700         | 2       | 0.00075736  | 6     | 0.8                      | CACNA1I             |
| DMR1A:59233601 | 1A  | 59233601  | 1600        | 2       | 7.32E-05    | 2     | 0.1                      |                     |
| DMR1A:60465701 | 1A  | 60465701  | 300         | 2       | 3.07E-05    | 1     | 0.3                      | SOX5                |
| DMR1A:67777301 | 1A  | 67777301  | 300         | 2       | 0.00012253  | 0     | 0                        | PLEKHA5             |
| DMR1A:70315301 | 1A  | 70315301  | 1100        | 2       | 7.89E-05    | 11    | 1                        |                     |
| DMR1A:72702301 | 1A  | 72702301  | 300         | 2       | 0.00012253  | 1     | 0.3                      |                     |
| DMR1A:73391301 | 1A  | 73391301  | 1700        | 2       | 0.00068727  | 9     | 0.5                      |                     |
| DMR2:5091301   | 2   | 5091301   | 3300        | 2       | 6.37E-05    | 16    | 0.4                      |                     |
| DMR2:6286001   | 2   | 6286001   | 300         | 2       | 0.00029475  | 4     | 1.3                      |                     |
| DMR2:9116901   | 2   | 9116901   | 1200        | 2       | 0.00055161  | 4     | 0.3                      |                     |
| DMR2:11574001  | 2   | 11574001  | 1200        | 2       | 0.00012903  | 2     | 0.1                      |                     |
| DMR2:13073201  | 2   | 13073201  | 1100        | 2       | 8.15E-05    | 1     | 0.09                     |                     |
| DMR2:13156501  | 2   | 13156501  | 400         | 2       | 0.00023991  | 1     | 0.2                      |                     |
| DMR2:14049001  | 2   | 14049001  | 1100        | 2       | 0.00075338  | 1     | 0                        |                     |
| DMR2:14069501  | 2   | 14069501  | 200         | 2       | 0.00010969  | 0     | 0                        |                     |
| DMR2:16620301  | 2   | 16620301  | 400         | 2       | 0.00038799  | 2     | 0.5                      |                     |
| DMR2:18882501  | 2   | 18882501  | 1200        | 2       | 0.00048961  | 15    | 1.2                      |                     |

|                 |    |           |      |   |            |    |     |
|-----------------|----|-----------|------|---|------------|----|-----|
| DMRUn:26079901  | Un | 26079901  | 1000 | 2 | 0.00014707 | 7  | 0.7 |
| DMRUn:28474101  | Un | 28474101  | 200  | 2 | 0.00052077 | 2  | 1   |
| DMRUn:44797501  | Un | 44797501  | 300  | 2 | 0.00024493 | 3  | 1   |
| DMRUn:63885501  | Un | 63885501  | 200  | 2 | 0.00028473 | 1  | 0.5 |
| DMRUn:81577201  | Un | 81577201  | 500  | 2 | 0.00029103 | 1  | 0.2 |
| DMRUn:101350901 | Un | 101350901 | 500  | 2 | 8.15E-07   | 6  | 1.2 |
| DMRUn:102335201 | Un | 102335201 | 200  | 2 | 6.13E-05   | 0  | 0   |
| DMRUn:111843701 | Un | 111843701 | 200  | 2 | 0.00024493 | 0  | 0   |
| DMRUn:125483701 | Un | 125483701 | 200  | 2 | 0.00034005 | 0  | 0   |
| DMRUn:128057501 | Un | 128057501 | 500  | 2 | 6.11E-05   | 15 | 3   |
| DMRUn:130868301 | Un | 130868301 | 200  | 2 | 0.00012253 | 3  | 1.5 |
| DMRUn:133170701 | Un | 133170701 | 300  | 2 | 3.07E-05   | 2  | 0.6 |
| DMRUn:138655101 | Un | 138655101 | 200  | 2 | 0.00027129 | 2  | 1   |
| DMRUn:139521501 | Un | 139521501 | 1800 | 2 | 1.03E-05   | 20 | 1.1 |
| DMRUn:141968301 | Un | 141968301 | 200  | 2 | 0.00026973 | 1  | 0.5 |
| DMRUn:147075801 | Un | 147075801 | 2400 | 2 | 0.00024345 | 20 | 0.8 |
| DMRUn:148458601 | Un | 148458601 | 400  | 2 | 7.68E-06   | 1  | 0.2 |
| DMRUn:151192001 | Un | 151192001 | 200  | 2 | 0.00013794 | 0  | 0   |
| DMRUn:158423601 | Un | 158423601 | 300  | 2 | 0.00034419 | 2  | 0.6 |
| DMRUn:163874501 | Un | 163874501 | 200  | 2 | 0.00040692 | 1  | 0.5 |
| DMRUn:165781501 | Un | 165781501 | 1300 | 2 | 3.66E-05   | 10 | 0.7 |

# Supplementary material for: Epigenetic variation between urban and rural populations of Darwin’s finches
**Source:** BMC Evol Biol. 2017 Aug 24;17:183. doi: 10.1186/s12862-017-1025-9
**Supplement:** Supplementary file 6 — Description of DMR clusters detected in G. fortis sperm (A) and erythrocytes (B) and G. fuliginosa sperm (C) and erythrocytes (D). Description includes DMR in cluster, chromosome number, cluster start site, cluster stop site, length in bp, and minimum p-value.

# Supplemental Table S4

## Cluster Analysis Lists and Number

**Supplemental Table S4A *G. fortis*  
DMR Sperm List**

| DMR in Cluster                                              | Chr | Start     | Stop      | Length (bp) | Min p-value |
|-------------------------------------------------------------|-----|-----------|-----------|-------------|-------------|
| DMR10:14143801;DMR10:14466301;DMR10:15617101;DMR10:17182001 | 10  | 12500000  | 17550000  | 5050000     | 2.26E-06    |
| DMR11:14550401;DMR11:16380101                               | 11  | 14400000  | 16500000  | 2100000     | 0.030       |
| DMR12:4785401;DMR12:5901001                                 | 12  | 3950000   | 6700000   | 2750000     | 0.030       |
| DMR14:1181901;DMR14:3090701                                 | 14  | 1100000   | 3100000   | 2.00E+06    | 0.030       |
| DMR15:2627801;DMR15:2915401                                 | 15  | 950000    | 4550000   | 3600000     | 0.030       |
| DMR18:991001;DMR18:1081001;DMR18:1084101                    | 18  | 50000     | 3.00E+06  | 2950000     | 2.26E-06    |
| DMR2:1016201;DMR2:1382701                                   | 2   | 50000     | 3.00E+06  | 2950000     | 0.030       |
| DMR2:57021501;DMR2:57355101                                 | 2   | 55400000  | 58950000  | 3550000     | 0.030       |
| DMR20:353601;DMR20:553601;DMR20:1139801                     | 20  | 50000     | 2550000   | 2500000     | 0.030       |
| DMR20:12107601;DMR20:13641501                               | 20  | 11650000  | 14050000  | 2400000     | 0.030       |
| DMR28:3706001;DMR28:4853401                                 | 28  | 2900000   | 5650000   | 2750000     | 0.030       |
| DMR3:110673201;DMR3:111805401;DMR3:112515501                | 3   | 109850000 | 113750000 | 3900000     | 2.26E-06    |
| DMR4:5948301;DMR4:6462901                                   | 4   | 4500000   | 7850000   | 3350000     | 0.030       |
| DMR4A:17926101;DMR4A:19342701                               | 4A  | 17350000  | 19850000  | 2500000     | 0.030       |
| DMR7:1620001;DMR7:2068201                                   | 7   | 1.00E+05  | 3550000   | 3450000     | 0.030       |
| DMRUn:37518901;DMRUn:38440401                               | Un  | 36450000  | 39500000  | 3050000     | 0.030       |
| DMRUn:64017401;DMRUn:65244001                               | Un  | 63250000  | 6.60E+07  | 2750000     | 0.030       |
| DMRUn:70786601;DMRUn:70799501                               | Un  | 68850000  | 72750000  | 3900000     | 0.030       |
| DMRUn:93117201;DMRUn:93590701                               | Un  | 91600000  | 95100000  | 3500000     | 0.030       |
| DMRUn:116431501;DMRUn:116729701                             | Un  | 114750000 | 118400000 | 3650000     | 0.030       |
| DMRUn:142781801;DMRUn:144276901                             | Un  | 142300000 | 144750000 | 2450000     | 0.030       |
| DMRUn:155480601;DMRUn:156914801                             | Un  | 154950000 | 157400000 | 2450000     | 0.030       |

**Supplemental Table S4B *G. fortis* DMR  
Cluster Erythrocyte List**

| DMR in Cluster                               | Chr | Start     | Stop      | Length (bp) | Min p-value |
|----------------------------------------------|-----|-----------|-----------|-------------|-------------|
| DMR1:15978201;DMR1:17714201                  | 1   | 15750000  | 17950000  | 2200000     | 0.020       |
| DMR1:93094801;DMR1:93731001                  | 1   | 91750000  | 95050000  | 3300000     | 0.020       |
| DMR1:116098201;DMR1:117036401                | 1   | 115050000 | 1.18E+08  | 2950000     | 0.020       |
| DMR10:11658001;DMR10:11904101                | 10  | 9950000   | 13600000  | 3650000     | 0.020       |
| DMR12:9477701;DMR12:10036401;DMR12:11939801  | 12  | 8050000   | 11950000  | 3900000     | 0.020       |
| DMR14:8553401;DMR14:10140501                 | 14  | 8150000   | 10500000  | 2350000     | 0.020       |
| DMR15:12868101;DMR15:13976501;DMR15:14137901 | 15  | 1.20E+07  | 15900000  | 3900000     | 4.77E-07    |
| DMR1A:37330801;DMR1A:37641201                | 1A  | 35650000  | 39300000  | 3650000     | 0.020       |
| DMR1A:46028501;DMR1A:47095601                | 1A  | 45100000  | 4.80E+07  | 2900000     | 0.020       |
| DMR1A:68987201;DMR1A:70257101                | 1A  | 68300000  | 70900000  | 2600000     | 0.020       |
| DMR2:106386901;DMR2:106836801                | 2   | 104850000 | 108300000 | 3450000     | 0.020       |
| DMR20:4414401;DMR20:5555701;DMR20:6871001    | 20  | 3600000   | 7500000   | 3900000     | 0.020       |
| DMR26:3225201;DMR26:4154601                  | 26  | 2200000   | 5150000   | 2950000     | 0.020       |
| DMR3:16726301;DMR3:17261701                  | 3   | 15300000  | 18700000  | 3400000     | 0.020       |
| DMR3:24857301;DMR3:26735901                  | 3   | 24750000  | 26850000  | 2100000     | 0.0202      |
| DMR3:78517101;DMR3:78536501                  | 3   | 76550000  | 80450000  | 3900000     | 0.020       |
| DMR5:2675901;DMR5:2884401                    | 5   | 9.00E+05  | 4600000   | 3700000     | 0.020       |
| DMR6:24244501;DMR6:24443901                  | 6   | 22450000  | 26150000  | 3700000     | 0.020       |
| DMR7:7103301;DMR7:7578001                    | 7   | 5600000   | 9100000   | 3500000     | 0.020       |
| DMR7:37235801;DMR7:37271201;DMR7:38670601    | 7   | 35300000  | 39200000  | 3900000     | 4.77E-07    |
| DMRUn:38098901;DMRUn:39304701                | Un  | 37350000  | 40050000  | 2700000     | 0.020       |
| DMRUn:166943301;DMRUn:167343801              | Un  | 165350000 | 168850000 | 3500000     | 0.020       |
| DMRZ:45594501;DMRZ:45691301                  | Z   | 43700000  | 47500000  | 3800000     | 0.020       |

**Supplemental Table S4C *G. fuliginosa***  
**Cluster Sperm List**

| DMR in Cluster                                              | Chr | Start    | Stop     | Length  | Min p-value |
|-------------------------------------------------------------|-----|----------|----------|---------|-------------|
| DMR1:89065301;DMR1:89740001                                 | 1   | 87750000 | 9.10E+07 | 3250000 | 0.007       |
| DMR10:7071601;DMR10:8862401                                 | 10  | 6900000  | 9.00E+06 | 2100000 | 0.007       |
| DMR11:16902201;DMR11:17270401;DMR11:17582801;DMR11:18477501 | 11  | 15300000 | 19500000 | 4200000 | 7.22E-18    |
| DMR1A:5308001;DMR1A:6286301                                 | 1A  | 4300000  | 7300000  | 3000000 | 0.007       |
| DMR1A:11577701;DMR1A:13180201                               | 1A  | 11200000 | 13550000 | 2350000 | 0.007       |
| DMR1A:22795501;DMR1A:24114101;DMR1A:25971701;DMR1A:27064701 | 1A  | 22150000 | 27950000 | 5800000 | 0.007       |
| DMR1A:59545101;DMR1A:61248301                               | 1A  | 59250000 | 61450000 | 2200000 | 0.007       |
| DMR2:7094701;DMR2:8947601                                   | 2   | 6950000  | 9050000  | 2100000 | 0.007       |
| DMR2:19980701;DMR2:21027601;DMR2:21459501;DMR2:22412201     | 2   | 19050000 | 23450000 | 4400000 | 0.007       |
| DMR2:46614201;DMR2:47305801                                 | 2   | 45350000 | 48550000 | 3200000 | 0.007       |
| DMR3:12996601;DMR3:14233101                                 | 3   | 12250000 | 14950000 | 2700000 | 0.007       |
| DMR3:41905401;DMR3:43634901                                 | 3   | 41650000 | 43900000 | 2250000 | 0.007       |
| DMR3:52144601;DMR3:53617101                                 | 3   | 51650000 | 54100000 | 2450000 | 0.007       |
| DMR3:57319601;DMR3:58282801                                 | 3   | 56300000 | 59250000 | 2950000 | 0.007       |
| DMR5:19330701;DMR5:20105501                                 | 5   | 18150000 | 21300000 | 3150000 | 0.007       |
| DMR5:25054401;DMR5:25225401                                 | 5   | 23250000 | 2.70E+07 | 3750000 | 0.007       |
| DMR6:28395601;DMR6:29758301                                 | 6   | 27800000 | 30300000 | 2500000 | 0.007       |
| DMR7:7413001;DMR7:8134501;DMR7:9858501                      | 7   | 6150000  | 10050000 | 3900000 | 0.007       |
| DMR8:4830301;DMR8:6695101                                   | 8   | 4700000  | 6800000  | 2100000 | 0.007       |
| DMR8:14216901;DMR8:14857401                                 | 8   | 12900000 | 16150000 | 3250000 | 0.007       |

**Supplemental Table S4D *G. fuliginosa***  
**Cluster Erythrocyte List**

| DMR in Cluster                                                                                                  | Chr | Start     | Stop      | Length (bp) | Min p-value |
|-----------------------------------------------------------------------------------------------------------------|-----|-----------|-----------|-------------|-------------|
| DMR1:55662401;DMR1:55714201;DMR1:56745701                                                                       | 1   | 54750000  | 57650000  | 2900000     | 0.017       |
| DMR1:79976701;DMR1:80849001;DMR1:80975101                                                                       | 1   | 7.90E+07  | 81950000  | 2950000     | 0.017       |
| DMR1:94220601;DMR1:94822701;DMR1:95189901                                                                       | 1   | 93200000  | 96150000  | 2950000     | 0.017       |
| DMR10:17519401;DMR10:17985101;DMR10:18730201                                                                    | 10  | 16750000  | 19450000  | 2700000     | 0.017       |
| DMR11:8358501;DMR11:9094101;DMR11:9926601;DMR11:10915301;DMR11:11887801                                         | 11  | 7950000   | 11900000  | 3950000     | 0.017       |
| DMR11:15791101;DMR11:15948901;DMR11:17071401                                                                    | 11  | 15100000  | 17700000  | 2600000     | 0.017       |
| DMR12:18973401;DMR12:19028901;DMR12:19307701;DMR12:20529201                                                     | 12  | 17350000  | 20950000  | 3600000     | 0.000144629 |
| DMR13:4235701;DMR13:4487901;DMR13:5482801                                                                       | 13  | 3500000   | 6200000   | 2700000     | 0.017       |
| DMR2:11574001;DMR2:13073201;DMR2:13156501;DMR2:14049001;DMR2:14069501                                           | 2   | 11200000  | 15150000  | 3950000     | 0.017       |
| DMR2:69476301;DMR2:71040901;DMR2:71432601                                                                       | 2   | 69450000  | 71450000  | 2.00E+06    | 0.017       |
| DMR2:87015801;DMR2:88439501;DMR2:88582201                                                                       | 2   | 86600000  | 8.90E+07  | 2400000     | 0.017       |
| DMR2:132400801;DMR2:133334401;DMR2:133357301                                                                    | 2   | 131400000 | 134400000 | 3.00E+06    | 0.017       |
| DMR2:144011701;DMR2:144085301;DMR2:144294901                                                                    | 2   | 142300000 | 145950000 | 3650000     | 0.017       |
| DMR20:12291301;DMR20:12433001;DMR20:13029701                                                                    | 20  | 11050000  | 14200000  | 3150000     | 0.017       |
| DMR21:3489101;DMR21:3618001;DMR21:3922101;DMR21:4701101;DMR21:4941801;DMR21:5494101                             | 21  | 1950000   | 6650000   | 4700000     | 1.67E-07    |
| DMR3:3457301;DMR3:5223801;DMR3:5355701                                                                          | 3   | 3400000   | 5450000   | 2050000     | 0.017       |
| DMR3:89074901;DMR3:89714201;DMR3:90528101                                                                       | 3   | 88550000  | 9.10E+07  | 2450000     | 0.017       |
| DMR4A:12525201;DMR4A:12646701;DMR4A:13403801;DMR4A:13875801                                                     | 4A  | 11450000  | 14600000  | 3150000     | 0.017       |
| DMR4A:17382501;DMR4A:17926601;DMR4A:18342901                                                                    | 4A  | 16350000  | 19300000  | 2950000     | 0.017       |
| DMR5:28428001;DMR5:28566801;DMR5:28908101                                                                       | 5   | 26950000  | 30400000  | 3450000     | 0.017       |
| DMR5:53365301;DMR5:53490201;DMR5:53560501;DMR5:54589001;DMR5:54610101;DMR5:57026201;DMR5:58011201;DMR5:58386501 | 5   | 51600000  | 58950000  | 7350000     | 1.67E-07    |
| DMR8:11860301;DMR8:12439401;DMR8:13603601                                                                       | 8   | 11650000  | 13850000  | 2200000     | 0.017       |
| DMR8:22901801;DMR8:23883401;DMR8:24123401;DMR8:24651101;DMR8:24810801;DMR8:24850501;DMR8:26306401               | 8   | 22150000  | 26750000  | 4600000     | 2.63E-11    |
| DMR9:19526001;DMR9:20093101;DMR9:20439401                                                                       | 9   | 18450000  | 21500000  | 3050000     | 0.017       |
| DMR9:24201901;DMR9:25227801;DMR9:25731701;DMR9:26210101;DMR9:27015201                                           | 9   | 23750000  | 27650000  | 3900000     | 0.00014     |
| DMRZ:38648801;DMRZ:38745301;DMRZ:38864501;DMRZ:39510601;DMRZ:39662301;DMRZ:40335601;DMRZ:40862001               | Z   | 36900000  | 41600000  | 4700000     | 2.63E-11    |

# Supplementary material for: Epigenetic variation between urban and rural populations of Darwin’s finches
**Source:** BMC Evol Biol. 2017 Aug 24;17:183. doi: 10.1186/s12862-017-1025-9
**Supplement:** Supplementary file 7 — Gene associations with DMR detected in G. fortis sperm (A) and erythrocytes (B) and G. fuliginosa sperm (C) and erythrocytes (D). Description includes DMR name, gene symbol, entrez gene identification, chromosome number, start position site, ensemble gene identification number, gene description and gene classification category.

Supplemental Table SSA

## G. fortis Multiple-Window Sperm DMR Gene Associations

Supplemental Table S5B

## G. fortis Multiple-Window Erythrocyte DMR Gene Associations

Supplemental Table S5D

*G. fuliginosa* Multiple-Window Erythrocyte DMR Gene Associations

# Supplementary material for: Epigenetic variation between urban and rural populations of Darwin’s finches
**Source:** BMC Evol Biol. 2017 Aug 24;17:183. doi: 10.1186/s12862-017-1025-9

(A) Fuliginosa RBC Urban (U) Pairwise DMR Comparison

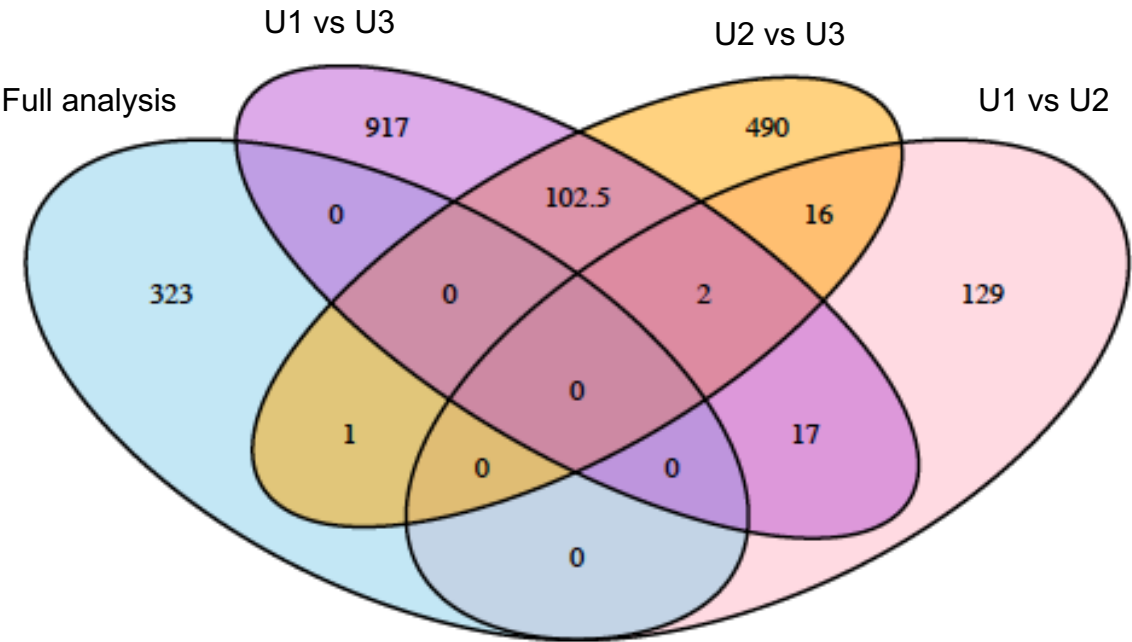

(B) Fuliginosa RBC Rural (R) Pairwise DMR Comparison

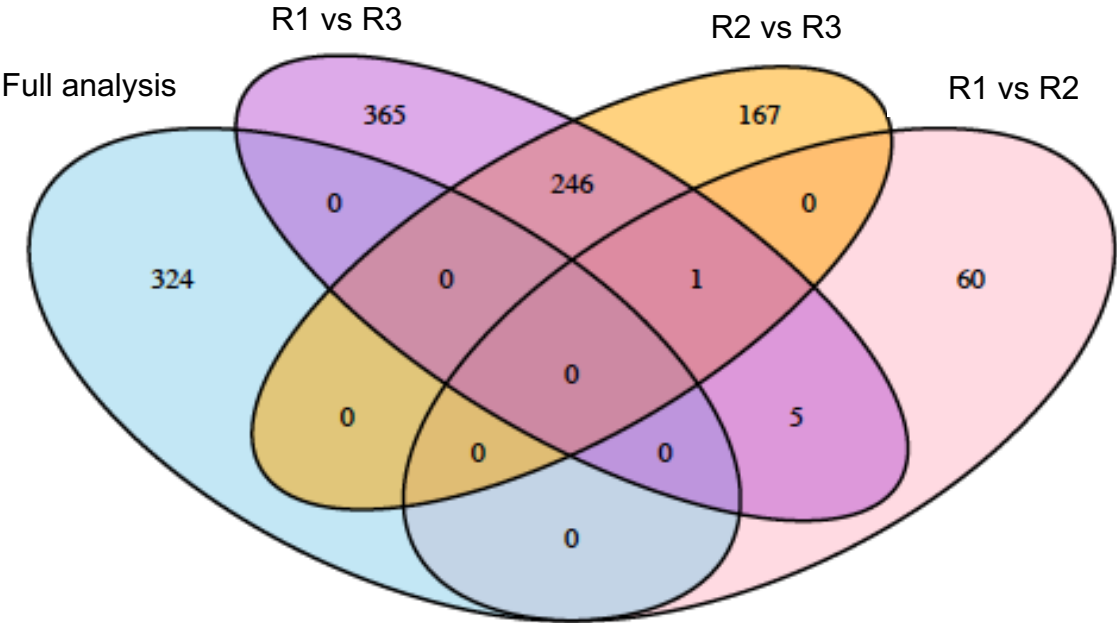

(C) Fortis RBC Urban (U) Pairwise DMR Comparison

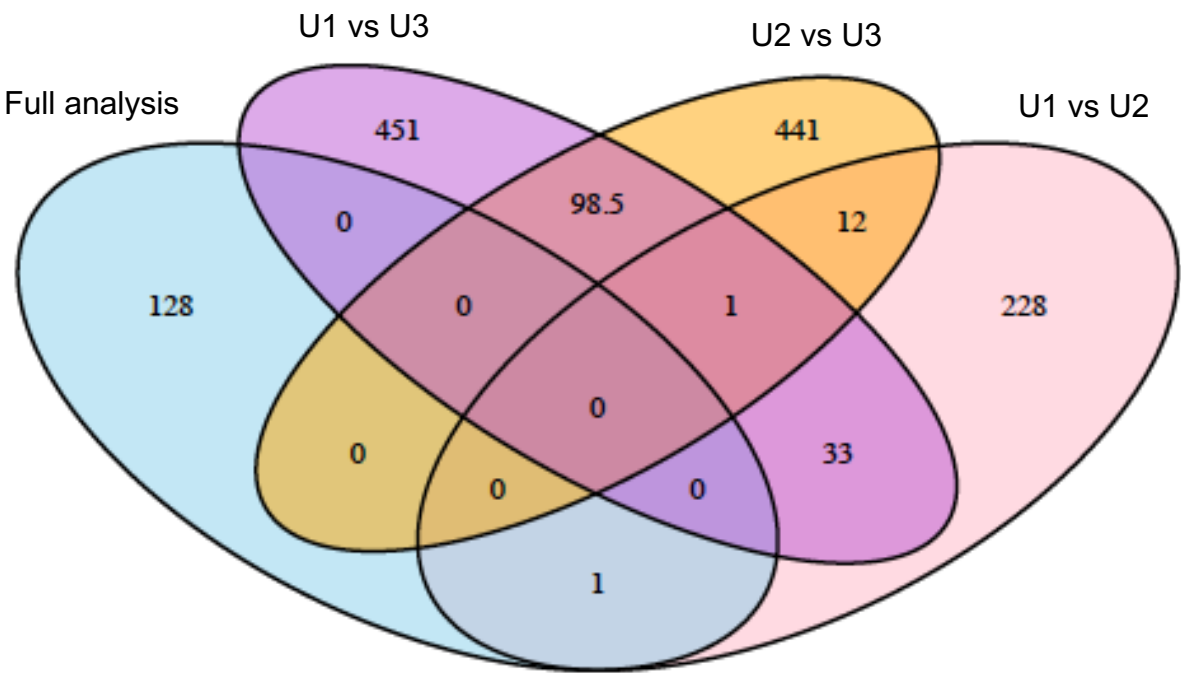

(D) Fortis RBC Rural (R) Pairwise DMR Comparison

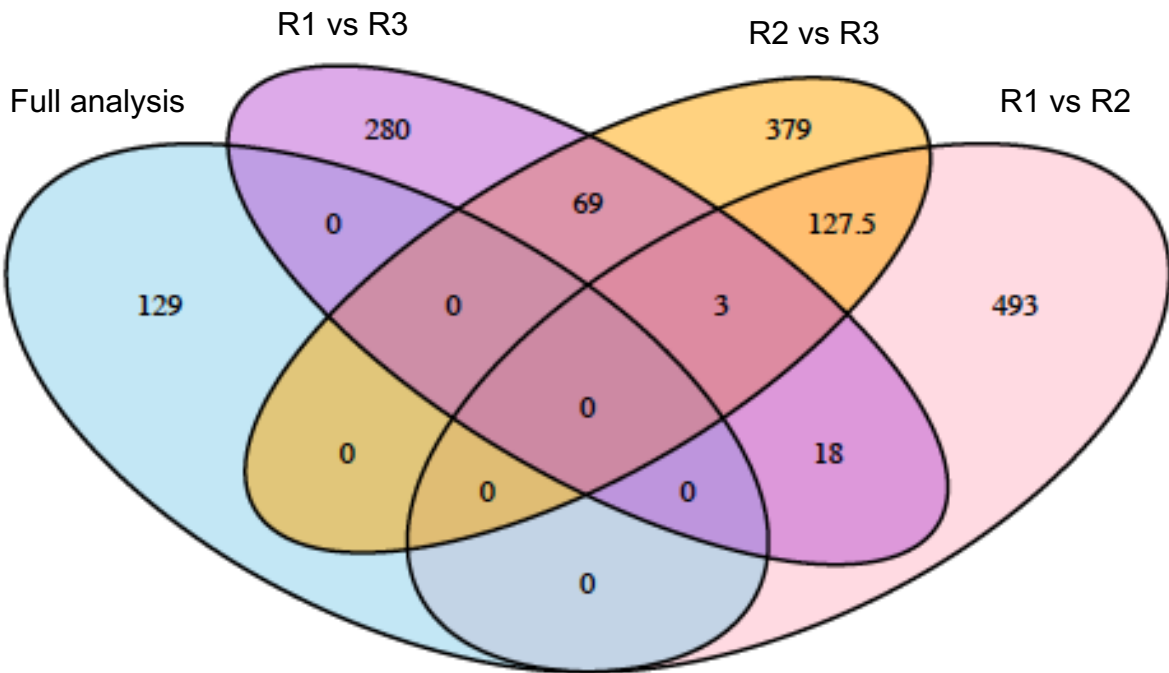

**Supplement:** Supplementary file 10 — DMRs identified in pairwise comparison of pools within populations: (A) G. Fuliginosa RBC urban analysis, (B) G. fuliginosa-RBC rural analysis, (C) G. fortis RBC urban analysis, and (D) G. fortis rural analysis. Numbers indicate DMRs between urban (U) or rural (R) individual pools (1-3). “Full analysis” are DMRs identified between urban and rural pools. DMRs identified in the full analysis were found independently of within-site variation.

How the deposited data were processed for this re-analysis (not part of the article)

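Methylated DNA was precipitated and sequenced from 24 pools, 6 for each of erythrocytes and sperm of *G. fortis* and *G. fuliginosa*. An erythrocyte pool held DNA of 5 birds and a sperm pool DNA of 2 birds. The pools were grouped by the species and the cell type of their labels. The labels do not give the site, nor does the paper's text, so no comparison of urban with rural pools was fitted anew and no pool was assigned to a site. The paper states that each lane held a rural and an urban library but not which pools shared a lane, so no paired analysis was made.

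The authors deposited 1 table of 11958236 windows of 100 bp for each set of 6 pools. The counts that the authors deposited are numbers of mapped reads that overlap each window in each pool, made with Bowtie2, SAMtools and MEDIPS and without normalization. The RPKM values that the authors deposited are these counts per kilobase of window, scaled to the number of reads of the pool. The log2 fold changes and log2 CPM that the authors deposited came from edgeR as MEDIPS runs it, as did the p-values and adjusted p-values in the same tables. Windows without a count in any of the 6 pools carry neither. The authors' tables were used from there. Of the columns of single pools 0 were left unused, and 4 columns of set means per table were not used, since they depend on the site. The number of reads of a pool was computed here from its counts and RPKM.

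Windows with a deposited p-value below 0.001 were joined into DMR and extended while a window below 0.1 lay within 1000 bp. A multiple-window DMR held at least 2 windows below 0.001. Clusters were unions of 2 Mb windows, moved in steps of 50 kb, that held at least 2 multiple-window DMR. Random placement used 10000 draws for DMR and 1000 draws for clusters and for placement matched on counts. Permutation tests between sets of DMR used 100000 resamples. Between sets of 6 pools, exact permutation tests went through all 924 divisions of 12 pools. Adjusted values follow Benjamini and Hochberg over 16 comparisons of pools, over a further 20 for measures added after the data were seen, and over 6 pairs of sets elsewhere.

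The numbers of CpG sites, the genes and the gene categories were taken from the paper's supplementary tables, and distances to genes are from the start of the DMR to the listed start of the gene. The genes treated singly were those that the paper names beside a DMR, together with the DMR of each set that had the smallest p-value and the one that had the most windows below 0.001, which gave 26 DMR. This rule was written when values in the paper's tables had been seen. Since neither the labels nor the paper's text gives the site of a pool, edgeR's exact test with TMM normalization was run for all 10 divisions of the 6 pools of a set into 3 and 3, on the windows of chromosome 10 with at least 10 counts over the 6 pools. The same divisions were run with edgeR's quasi-likelihood test, with DESeq2's size factors, with at least 20 counts and without a filter.

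Total counts per pool ran from 1900728 to 53777637. In single windows this depth is low, and the closing section gives what it limits. Counts are of reads, not of molecules, so the precision stated for them covers counting error only. The steps were tested on simulated data, in which 200 windows of each set were changed 4-fold to 8-fold. They were drawn from windows with at least 50 counts over the 6 pools, among 60215 to 102630 windows. These are the numbers of windows on chromosome 10 with at least 10 counts over the 6 pools. Versions were R 4.3.3, edgeR 4.0.16, DESeq2 1.42.0, limma 3.58.1, Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3, pyarrow 21.0.0 and Matplotlib 3.10.9. In all, 437 alternatives were tried. The comparison of CpG density in DMR with that of random windows, the density over the windows below the threshold alone and the mean density over counts were planned and not run, since no genome of the build in use was at hand. Leaving out windows with over 1000 counts was planned and removed nothing, as no count exceeds 300.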

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

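Except for the share of counts in the leading 1% of windows after thinning and the coverage of the mitochondrial sequence, the tests in this part were chosen after the results had been seen. In each set of 6 pools, the pool with the largest gap to the nearest other pool was compared with Dixon's critical value at the 95% level. Of 40 such groups 9 were beyond it, where chance gives about 1 in 20, or 2. Apart from females in pool FB7, no biological explanation was tested for single pools. The design gives none that separates a pool from the others of its set but the site, which neither the labels nor the paper's text gives.

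Pool FB7 of *G. fuliginosa* erythrocytes had the fewest counts per window on Z relative to the autosomes, 0.734, and the most on chromosomes 9 to 28 relative to chromosomes 1 to 4, 2.23, and both lay far from the other 5 pools. Females in the pool could lower Z, but relative to chromosomes 1 to 4 its Z was at 1.02, within the range of 0.997 to 1.03 of the set. Depth is argued against by pool FB9, which had fewer counts and stood at 2.05 on the small chromosomes. What sets FB7 apart remains open.

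Pool FS5 of *G. fortis* sperm held 40.6% of its counts in the leading 1% of windows, far above the other pools. After all pools were thinned to equal totals its share was 43.6%, still the highest of the set, which argues against depth as the cause.

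Pool FS11 of *G. fuliginosa* sperm, the pool with the fewest counts, was far from the others in 4 measures. After thinning it had a count in 7.58% of windows, the lowest of the set, so depth alone is argued against. It held 45.7% of its counts in the leading 1% of windows, while the highest of the other 5 pools after thinning was 24.3%. Its counts per window on Z relative to chromosomes 1 to 4 were 1.13, and those on the mitochondrial sequence relative to the autosomes were 54.8. An amplification of few molecules in the library was not tested.

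Pool FB9 of *G. fuliginosa* erythrocytes had the lowest median correlation with the other pools of its set, 0.913 over bins of 2000 bp. After thinning its median correlation was 0.716, within the range of the other pools, which is consistent with its lower depth as the source. Pool FS3 of *G. fortis* sperm had the highest median correlation of its set, 0.692. After thinning it was at 0.451 and no longer the highest, which goes with depth. FS6 had more counts and a lower median correlation of 0.624, which goes against it, so the question stays open.

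Counts on the mitochondrial sequence, which the paper does not report on, ran from 10.1 to 71.4 times the autosomal counts per window in the 24 pools. The paper describes genomic sequencing without precipitation for the erythrocyte samples, and the tables used here hold no counts from it. Mitochondrial DNA carried along with the precipitated DNA could give such counts, and it would cover the whole sequence. The pool with the lowest coverage had a count in 89.3% of the windows of the sequence. Since the windows were not all covered in every pool but nearly all were, carried DNA and methylated mitochondrial sequence cannot be told apart with the counts used here.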

How the results depend on the processing

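Choices and alternatives were set before the data were examined, except for placement and shared windows matched on counts, DMR whose windows are not all adjacent, overlap with single-window DMR included, 1 pair per gene, the far or near edge in the 1000 bp rule and the chi-square distribution for gene categories, which were chosen after seeing the data. Of 437 alternatives, 336 kept the direction and the side of the threshold or stayed within the spread, 71 moved a value with no test, 16 brought a result below its threshold, 8 took one above it and 6 reversed a direction. The cause was not tested except where the construction of an alternative shows it.

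The windows below the threshold depend on the threshold by construction. In the order of *G. fortis* erythrocytes, *G. fuliginosa* erythrocytes, *G. fortis* sperm and *G. fuliginosa* sperm, there were 30533, 41840, 29801 and 53459 windows at 0.01, 256, 504, 81 and 23 at 1e-04, and 20, 69, 5 and 1 at 1e-05. At an adjusted p from edgeR of 0.05 or of 0.1 there were 0 in each set, against 178683, 198268, 212753 and 327258 at an unadjusted p of 0.05. With at least 50 counts 417, 418, 417 and 28 windows were below 0.001, and with at least 20 counts 1698 in *G. fortis* erythrocytes and 2246 in *G. fuliginosa* erythrocytes, fewer because fewer windows were tested. Multiple-window DMR followed, with 3087, 5432, 4443 and 8800 at 0.01 and 4, 11, 2 and 1 at 1e-04. With at least 20 counts there were 77 in *G. fortis* erythrocytes and 133 in *G. fuliginosa* erythrocytes. The distances of 500 and 2000 bp, the extension p of 0.05 and no extension left the number of multiple-window DMR within 1.5 times in the 4 sets. Of the 26 DMR named singly, 1 was a multiple-window DMR at 1e-04 and 17 with at least 20 counts.

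The excess of multiple-window DMR over random placement held when placement was matched on counts. Among DMR whose windows were not all adjacent, the excess in *G. fortis* erythrocytes was 1.19 and no longer below 0.05 (permutation test, p = 0.337), and matched on counts it reversed to 0.896. In *G. fuliginosa* erythrocytes it was 1.66 among all windows tested (permutation test, p = 0.00250) and 1.15 when matched on counts (permutation test, p = 0.223), so that its side of 0.05 depended on the matching. Reads counted in a pair of adjacent windows are weighed under the other observations.

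A distance of 2000 bp lengthened the median DMR to 1500, 2100, 3300 and 3400 bp and left 8.45, 7.58, 8.20 and 10.9% of them from 500 to 1000 bp, in the order above. The windows below the threshold alone left 3.10, 3.40, 2.73 and 2.88% in this range, and a distance of 500 bp gave 46.0% in *G. fuliginosa* sperm. These follow from the rule itself.

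At a threshold of 0.01 the windows shared by pairs of sets came to 2.37 times the expected number for erythrocytes of the 2 species and to 2.40 times for sperm. They came to 1.36 times for the cell types of *G. fortis*, 1.96 times for those of *G. fuliginosa*, 1.59 times for *G. fortis* erythrocytes with *G. fuliginosa* sperm and 2.11 times for *G. fuliginosa* erythrocytes with *G. fortis* sperm, all now below 0.05 after adjustment, in a test that takes windows as independent and equally able to pass. With single-window DMR included, the shared DMR were 29, 7, 13, 17, 14 and 5 in the 6 pairs. With 10 kb added to each side, *G. fortis* erythrocytes and *G. fuliginosa* sperm shared 1 DMR, and *G. fuliginosa* erythrocytes shared 2 with sperm of each species. With 1 kb added, the cell types of *G. fuliginosa* shared 1.

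With at least 3 DMR per cluster there were 2, 27, 4 and 2 clusters, and with a 1 Mb window 13 in *G. fortis* sperm and 10 in *G. fuliginosa* sperm. The DMR in clusters of at least 3 came to 0.928 times random placement in *G. fortis* erythrocytes, a reversed direction, and to 1.36 times in *G. fuliginosa* erythrocytes, now below 0.05. The difference in CpG density between *G. fortis* erythrocytes and *G. fuliginosa* sperm was 0.284 among DMR of at least 500 bp and no longer below 0.05. Merging small gene categories brought the comparison of cell types to 0.0226.

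Each pool was left out in turn for the comparisons of pools, with adjusted p-values from exact permutation tests. The difference in total counts between erythrocytes and sperm of *G. fortis* ran from 19166600 to 25287600 and fell below 0.05 without FB3, FS3 or FS6. The share of windows with a count differed by 13.2 to 21.6 percentage points, below 0.05 without FS3 or FS6, and the share of counts on unplaced sequence by −3.66 to −1.85, also below 0.05 without FS3 or FS6. In *G. fuliginosa* the difference in total counts between cell types ran from −3066010 without FS11 to 7309370 without FS8, and it was −60835.8 without FS10, so that leaving out FS10 or FS11 reversed it. The share of windows with a count ran from −13.4 without FS11 to 0.737 without FS8, which reversed it. The share of counts on unplaced sequence ran from −1.02 without FS9 to 1.31 without FS11, which reversed it. Between species the difference in total counts of erythrocytes ran from 9629570 to 14432500 and fell below 0.05 without FB3. That of Z over autosomes in erythrocytes ran from −0.0450 to −0.0361 and lost its place below 0.05 without any single one of FB8 to FB12.

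For the divisions of 6 pools into 3 and 3, the median number of windows below 0.001 moved to 55.5 in *G. fortis* erythrocytes and 4 in *G. fuliginosa* sperm with edgeR's quasi-likelihood test. With at least 20 counts it moved to 58 in *G. fortis* erythrocytes and 37 in *G. fuliginosa* erythrocytes. In simulated data with the fitted dispersion, 28% of the changed windows in *G. fortis* sperm and 18% in *G. fuliginosa* sperm fell below 0.001, against 100% in both erythrocyte sets. These shares are for windows of chromosome 10 with at least 50 counts, from which the changed windows were drawn. They do not cover windows with fewer counts. The fitted dispersion was 0.438 and 0.403 in sperm, against 0.00489 and 0.0109 in erythrocytes. With a dispersion of 0.1 in each set the shares were 82.5 and 65% in sperm and 93.5 and 94.5% in erythrocytes. Most of the gap thus went with the dispersion, and what the rest goes with was not tested. Windows with fewer than 10 counts over the 6 pools, 54.9 to 72.1% of those tested, held none below 0.001, which is what depth limits in each set.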

Differences from the paper's values

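In this part a value is within the paper's when the larger of the 2 is at most 1.5 times the smaller. At a threshold of 0.01, the paper's Table S1 gives 44423 DMR with at least 2 windows in *G. fortis* sperm, and the number here was 4443. The other values of that table equal those found here. No alternative set before the data were examined applies to this value.

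For *G. fuliginosa* erythrocytes the paper shows about 26 clusters (Fig. 2C, read by eye), and 63 were found here. Of the alternatives set before the data were examined, at least 3 DMR per cluster gave 27, which is within the paper's value, while a 1 Mb window (54) and leaving out unplaced sequence (59) were not. Of the 27, 24 had the same members as a listed cluster, so the gap goes mostly with the minimum number of DMR. For the other sets, where listed clusters held as few as 2 DMR, the numbers found here, 23, 22 and 20, match those of the paper.

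For gene categories between species the paper's p is 0.039 from a chi-square test, and the permutation test gave 0.0201. Of the alternatives set before the data were examined, including the category Unknown gave 0.0308, within the paper's value, and merging small categories gave 0.0193, which was not. With 1 pair per gene and set, an alternative chosen after seeing the values, the permutation p was 0.0415. Taken from the chi-square distribution, another alternative chosen after seeing the values, p was 0.0384 and drops no pair, while for cell types it moved p from 0.0778 to 0.107, away from the paper's 0.078.

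The paper's depth is 100 M reads per pool, and the median number of reads behind the counts here was 18.5 M. The first is of reads sequenced and the second of reads counted in windows, so these are different quantities. No alternative set before the data were examined applies.

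The paper's text gives approximately 100 as the lowest number of total reads of a DMR, and the lowest count of a multiple-window DMR over 6 pools was 22 here. The first is of reads and the second of counts, in which a read that reaches into 2 windows is counted in both. No alternative set before the data were examined applies.

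The paper states that most multiple-window DMR fall in the range of lengths from 500 to 1000 bp, and 159 of 702 did so here (22.6%). It states that DMR lie on all chromosomes, while chromosome 16 and LG2 held none in any set, and LG5 and 1B none in some sets. On the other 30 named chromosomes it holds for DMR of any number of windows, and multiple-window DMR lay on 20 to 29 of them. It names metabolism among the leading gene categories with signaling and transcription, and over all sets metabolism held 16 pairs, behind signaling with 33, receptors and transcription with 18 each and transport with 17. It describes multiple-window DMR as found in adjacent windows, which holds for 627 of 702. It places GCLC, PRIM2, ALDH1A3, AK4 and ACACA in sperm of *G. fuliginosa*, and their DMR are in the lists and the windows of its erythrocytes.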

Other observations

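Except for that of weaker enrichment in pool FS9, the tests in this part were chosen after the results had been seen. The divisions of the pools into 3 and 3 had been planned, and how their number would be read was written afterwards.

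The division of the 6 pools of a set by site is given neither by the labels nor by the paper's text and was not inferred from the deposited values, so all 10 divisions into 3 and 3 were tested on chromosome 10 and compared with the authors' deposited p-values on the same windows. In *G. fortis* erythrocytes the divisions gave 65 to 144 windows below 0.001 (median 88.5) and the authors' deposited table 71, which 8 of 10 divisions reached. In *G. fuliginosa* erythrocytes they gave 44 to 98 (median 64.5) and the authors' deposited table 135, which 0 of 10 reached, although the division by site is among them. In *G. fortis* sperm they gave 1 to 905 (median 3.5) against 41 in the authors' deposited table, and in *G. fuliginosa* sperm 0 to 270 (median 6.5) against 43, each reached by 2 of 10. The fit here is therefore not the authors' fit, and setting its numbers against theirs is not a valid test of chance. By these divisions chance cannot be excluded in any set. They do not bear on the 7 windows of *G. fuliginosa* erythrocytes with an adjusted edgeR p below 0.05 among windows with at least 20 counts of the authors' deposited table, while 0 windows were below it when only windows with at least 50 counts were adjusted together.

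Multiple-window DMR exceeded random placement in each set. Reads counted in a pair of adjacent windows could produce this excess. They are a candidate explanation in *G. fortis* erythrocytes, where DMR whose windows were not all adjacent were not in detectable excess over random placement matched on counts (permutation test, p = 0.672) or among all windows tested (permutation test, p = 0.337). For *G. fuliginosa* erythrocytes the question stays open, since such DMR were in excess among all windows tested (permutation test, p = 0.00250) and not detectably so when matched on counts (permutation test, p = 0.223). As the whole cause they are argued against in sperm, where such DMR were in excess when matched on counts too (permutation test, p = 0.0030 in *G. fortis* and 0.00899 in *G. fuliginosa*). Such DMR can still hold an adjacent pair, and the paper's reads were paired, so mates could fall in windows that are not adjacent. In sperm the log2 fold changes still correlated at 5000 bp, with Pearson's r of 0.13 and 0.095, against 0.0015 and 0.014 in erythrocytes. Dependence beyond adjacent windows therefore stays open as a source of the excess in sperm.

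Fewer windows fell below 0.001 than a uniform p gives. Too few counts to reach the threshold could explain this. Among windows with at least 20 counts the ratio to the uniform number was nearer to 1 or above it, at 0.678 in *G. fortis* erythrocytes, 1.31 in *G. fuliginosa* erythrocytes, 0.938 in *G. fortis* sperm and 0.807 in *G. fuliginosa* sperm, which is consistent with it as a part of the cause. Among windows with at least 50 counts it was 1.44 in *G. fortis* sperm, which also goes with it. It was 0.440 in *G. fortis* erythrocytes and 0.0754 in *G. fuliginosa* sperm, which argues against it as the whole cause in these sets. It was 0.677 in *G. fuliginosa* erythrocytes, against 1.31 with at least 20 counts, so that the question stays open there. Windows left unchanged in the simulated data fell below 0.001 at 0.0662, 0.0744, 0.0383 and 0.0352%, in the order of the first list above. These were windows of chromosome 10 with at least 10 counts, simulated with the fitted dispersion. Each share lies below that of a uniform p, so 1 is not the ratio that unchanged windows gave there.

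In *G. fuliginosa* the windows below 0.001 went mostly in 1 direction in each cell type. A shift of all windows by the normalization could give this and remains open. Of the windows with at least 20 counts 64.5% were positive in sperm and 40.5% in erythrocytes, which goes with it, while of those with at least 100 counts 29.8% were positive in sperm and 50.3% in erythrocytes, which goes against it. In sperm, pool FS9 had the highest CPM (counts scaled to the total of the pool) at 81.3% of the multiple-window DMR, which goes with a single pool as the source. The lowest CPM, ties included, fell to FS10, FS11 and FS12 at 41.7, 79.1 and 23.7% of these DMR. It fell to FS7, FS8 and FS9 at 0, 1.44 and 0%. FS7 and FS8 were thus seldom the lowest either, which argues against FS9 as the only pool set apart. In erythrocytes the 6 pools were the highest at 0.926, 0.926, 2.78, 23.8, 35.2 and 36.4% of them (FB11 at the most), which argues against a single pool above the others. The 6 pools were the lowest or tied for it at 0.926, 1.23, 2.47, 31.8, 37.7 and 57.1% of the DMR of erythrocytes (FB9 at the most). The share of FB9 goes with a single pool below the others, while those of FB7 (37.7%) and FB8 (31.8%) go against it. The DMR were selected for a difference between 3 and 3 pools, so these shares do not settle it. Ties count for each pool, and FB9 and FS11 had the fewest counts of their sets, so depth could also make these pools the lowest. Of the windows below 0.001, 88.1% in sperm and 43.6% in erythrocytes had 3 or more pools without a count. Whether the site plays a part was not tested.

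FS9 was unlike the other sperm pools of its set. Depth could make it so, but after thinning its median correlation with the others was 0.293, among the lowest. Weaker enrichment of methylated DNA remains open. Its counts in the leading windows of *G. fortis* erythrocytes were 5.20 times the autosomal mean, near the low end of the range of 4.61 to 19.8 of the set. That FS9 lay below most pools of the set goes with weaker enrichment. That FS7 was lower still goes against it, since the median correlation of FS7 after thinning was 0.390, above that of FS9. With single pools on either side the values do not decide it.

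Counts per window on Z relative to the autosomes were lower in erythrocytes than in sperm in 36 of 36 pairs of pools in each species, with mean differences of −0.144 in *G. fortis* and −0.148 in *G. fuliginosa* (exact permutation test, adjusted p = 0.0173 in each). Females in the erythrocyte pools could cause this. Relative to chromosomes 1 to 4, Z did not differ between cell types (exact permutation test, p = 0.697 in *G. fortis* and 0.420 in *G. fuliginosa*), which argues against it. More counts on the small chromosomes of erythrocytes, higher in 36 of 36 pairs in each species (exact permutation test, p = 0.00216 in both), are a candidate explanation. Cell type itself remains among the open explanations, and it goes together with the number of birds per pool.

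The largest count of a window was 300 in each of the 24 pools. Keeping 1 read per position and strand would give this limit, and the value of 300 equals 2 strands times 150 start positions for reads of 51 bp, the length that 1.50 counts per read implies. It is consistent with such a step, which the paper's text does not name.

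Outside the genes that the paper names, the DMR of each set with the smallest p-value and with the most windows below 0.001 were taken. The smallest edgeR p at a multiple-window DMR in the authors' deposited table of *G. fortis* erythrocytes was 1.02e-06, on chromosome 1 from 5421101 to 5421300, 10985 bp from the listed start of CXorf36, with a log2 fold change of −4.25. In the authors' deposited table of *G. fuliginosa* erythrocytes it was 1.92e-08, from 9275501 to 9275700 of the unplaced sequence, with no gene listed, a log2 fold change of 4.50 and an adjusted edgeR p of 0.194. In the authors' deposited table of *G. fortis* sperm it was 2.96e-06, on chromosome 18 from 991001 to 993200, where BTBD17 and an unnamed gene are listed. In the authors' deposited table of *G. fuliginosa* sperm it was 1.62e-05, on chromosome 10 from 8862401 to 8864500, 5164 bp from the listed start of TMOD2. The DMR with the most windows, and among ties the one with the smallest p, held 3 in *G. fortis* erythrocytes (1 of 4 with as many, on chromosome 1A from 37641201), 4 in *G. fuliginosa* erythrocytes (chromosome 6 from 25933601), 5 in *G. fortis* sperm (unplaced sequence from 70786601, with SYCP1 listed) and 3 in *G. fuliginosa* sperm (1 of 6 with as many, on chromosome 2 from 22412201).

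The DMR that the lists place with GCLC, PRIM2, ALDH1A3, AK4 and ACACA were found in *G. fuliginosa* erythrocytes. They held 49 to 293 counts over the 6 pools, and their smallest edgeR p in the authors' deposited table ran from 3.07e-05 (PRIM2) to 0.000490 (GCLC), with an adjusted p of 1 at each. Those of GCLC, PRIM2 and ALDH1A3 were not multiple-window DMR among windows with at least 20 counts.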
